# Soluble Neuregulin1 Down-Regulates Myelination Genes in Schwann Cells

**DOI:** 10.3389/fnmol.2018.00157

**Published:** 2018-05-14

**Authors:** Marwa El Soury, Benedetta E. Fornasari, Michela Morano, Elio Grazio, Giulia Ronchi, Danny Incarnato, Mario Giacobini, Stefano Geuna, Paolo Provero, Giovanna Gambarotta

**Keywords:** Neuregulin1, Schwann cells, peripheral nerve injury, RNA deep sequencing, de-differentiation, demyelination, transcription, genetic

## Abstract

Peripheral nerves are characterised by the ability to regenerate after injury. Schwann cell activity is fundamental for all steps of peripheral nerve regeneration: immediately after injury they de-differentiate, remove myelin debris, proliferate and repopulate the injured nerve. Soluble Neuregulin1 (NRG1) is a growth factor that is strongly up-regulated and released by Schwann cells immediately after nerve injury. To identify the genes regulated in Schwann cells by soluble NRG1, we performed deep RNA sequencing to generate a transcriptome database and identify all the genes regulated following 6 h stimulation of primary adult rat Schwann cells with soluble recombinant NRG1. Interestingly, the gene ontology analysis of the transcriptome reveals that NRG1 regulates genes belonging to categories that are regulated in the peripheral nerve immediately after an injury. In particular, NRG1 strongly inhibits the expression of genes involved in myelination and in glial cell differentiation, suggesting that NRG1 might be involved in the de-differentiation (or “trans-differentiation”) process of Schwann cells from a myelinating to a repair phenotype. Moreover, NRG1 inhibits genes involved in the apoptotic process, and up-regulates genes positively regulating the ribosomal RNA processing, thus suggesting that NRG1 might promote cell survival and stimulate new protein expression. This *in vitro* transcriptome analysis demonstrates that in Schwann cells NRG1 drives the expression of several genes which partially overlap with genes regulated *in vivo* after peripheral nerve injury, underlying the pivotal role of NRG1 in the first steps of the nerve regeneration process.

## Introduction

Schwann cells represent the glial component of the peripheral nervous system. As well as supporting axonal function in a physiological status, they play a critical role during the degenerative and the regenerative processes activated after nerve injury (Namgung, 2014; Gordon, 2016; Jessen and Mirsky, 2016). A severe damage to the nerve tissue determines the loss of axon-Schwann cell contact with subsequent change in Schwann cell phenotype. Schwann cell de-differentiation occurs within 48 h after nerve injury and is driven by changes in gene expression with the down-regulation of genes related to myelination and node organisation, and the up-regulation of regeneration associated genes (RAG), such as growth factor receptors and adhesion molecules (Pereira et al., 2012; Jessen and Mirsky, 2016). De-differentiated Schwann cells isolate lipid droplets, composed by myelin, and participate to their degradation in the distal nerve. Few days after injury they proliferate and align to form the Büngner bands, a tubular structure that physically supports re-growing axons (Fawcett and Keynes, 1990; Ide, 1996). Moreover, Schwann cells are the source of growth factors that stimulate axon growth and create the appropriate supportive environment for axonal elongation (Hopker et al., 1999; Madl and Heilshorn, 2015). In the later phase of the regenerative process, they differentiate into myelinating and non-myelinating Schwann cells, determining the recovery of nerve morphology.

Schwann cell de-differentiation, proliferation and survival are regulated by the action of several growth factors. Among them, Neuregulin 1 (NRG1) increasingly attracted the attention for its involvement in several aspects of Schwann cell behaviour. NRG1 is a growth factor characterised by multiple isoforms thanks to alternative splicing (Mei and Xiong, 2008). Both soluble and transmembrane isoforms are present in peripheral nerves: transmembrane isoforms are expressed by neurons and are involved in myelin thickness regulation (Michailov et al., 2004; Taveggia et al., 2005), whereas soluble NRG1 isoforms are released both by Schwann cells and neurons and are thought to control Schwann cell survival, migration, de-differentiation, as well as the myelination process (Birchmeier and Nave, 2008; Fricker and Bennett, 2011; Stassart et al., 2013). NRG1 is strongly and transiently up-regulated in the distal stump immediately after nerve injury (Carroll et al., 1997; Stassart et al., 2013; Ronchi et al., 2016), suggesting a major role played by it in the response to nerve injury and in the nerve regeneration process.

Despite cellular effects induced by NRG1 stimulation, such as cell survival and migration, have been widely investigated (Dong et al., 1995; Zanazzi et al., 2001; Atanasoski et al., 2006; Birchmeier and Nave, 2008; Wakatsuki et al., 2014) and single genes have been demonstrated to be regulated by NRG1 in Schwann cells (Freidin et al., 2009; Iruarrizaga-Lejarreta et al., 2012; Sonnenberg-Riethmacher et al., 2015), a deep sequencing analysis of the genes modulated by NRG1 a few hours after stimulation has not yet been performed. Here, we present a global transcriptome analysis, aimed to identify the genes regulated *in vitro* by soluble NRG1 stimulation in primary rat Schwann cell culture.

We chose to analyse the transcriptome 6 h after NRG1 stimulation, to detect the early regulated genes and compare their expression pattern with the genes regulated *in vivo* after injury, where soluble NRG1 release and transcription are induced soon (Carroll et al., 1997; Guertin et al., 2005; Stassart et al., 2013; Ronchi et al., 2016; Yu et al., 2016) and a strong gene expression regulation is detectable between 6 h and 24 h (Yi et al., 2017).

## Materials and Methods

### Schwann Cell Primary Culture

To obtain Schwann cell primary cultures, sciatic nerves from adult female Wistar rats (ENVIGO, Milan, Italy) were isolated and harvested. This study was carried out in accordance with the recommendations of the Council Directive of the European Communities (2010/63/EU), the National Institutes of Health guidelines, and the Italian Law for Care and Use of Experimental Animals (DL26/14). The protocol was approved by the Italian Ministry of Health and the Bioethical Committee of the University of Torino. Conformed measures were taken into account to reduce the number of animals used and to minimise animal pain and discomfort.

Schwann cells from sciatic nerves were purified and cultured as previously described (Gnavi et al., 2015). Primary Schwann cells were routinely cultured on poly-L-lysine (PLL, Sigma)-coated plate, in complete medium consisting of DMEM (Sigma #D5671) supplemented with 10% heat-inactivated foetal bovine serum (FBS, Invitrogen), 100 units/ml penicillin, 0.1 mg/ml streptomycin, 1 mM sodium pyruvate, 2 mM L-glutamine, 8 nM recombinant soluble NRG1β1 (#396-HB, R&D Systems), 10 μM forskolin (Sigma) and incubated at 37°C in 5% CO_2_.

Schwann cells were cultured in the presence of 10 μM forskolin, because Schwann cell primary cultures display dedifferentiated cell features, having lost their axonal contact (Morrissey et al., 1991), but they can be induced to reacquire the differentiated phenotype (i.e., high myelin gene expression) by exposure to agents increasing the intracellular levels of cAMP (Sobue et al., 1986).

### Schwann Cell Stimulation and RNA Isolation

Confluent Schwann cells were starved overnight in starving medium consisting of DMEM (Sigma #D5671) supplemented with 2% heat-inactivated FBS, 100 units/ml penicillin, 0.1 mg/ml streptomycin, 1 mM sodium pyruvate, 2 mM L-glutamine, and 10 μM forskolin and then stimulated for 6 h with 10 nM recombinant soluble NRG1β1 (#396-HB, R&D Systems). Control mock samples were stimulated with the same volume of ligand resuspension buffer (PBS containing 1% bovine serum albumin/BSA, Sigma). After the stimulation, total RNA was isolated using TRIzol reagent (Invitrogen), following manufacturer’s instructions.

Schwann cell stimulation was performed in biological triplicate for deep sequencing analysis and in biological triplicate for gene expression validation through quantitative real time PCR analysis.

Biological triplicates were carried out using independent preparation of cells.

### Deep RNA Sequencing

Deep RNA sequencing was performed on three mock samples and three stimulated samples obtained in three independent experiments. RNA quality was assessed on an Agilent 2100 Bioanalyzer. All samples had RIN ≥9. For RNA-Seq library preparation, approximately 2 μg of total RNA were subjected to poly(A) selection and libraries were prepared using the TruSeq RNA Sample Prep Kit (Illumina) following the manufacturer’s instructions. Sequencing was performed on the Illumina NextSeq 500 platform.

The RNA Sequencing data have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO), accessible through GEO Series accession number GSE104324.

### Analysis of RNA-Seq Data

Reads were mapped to the *Rattus norvegicus* rn5 reference assembly using TopHat v2.0.10 (Kim et al., 2013) and counts were generated using htseq and the refseq transcriptome. Genes with RPKM >1 in all three replicates were considered expressed in each condition. Differential expression was determined with DESeq2 (Love et al., 2014) with default parameters, implementing a paired design by using the biological replicate as covariate. Genes with adjusted *P* ≤ 0.01 and absolute log_2_ fold change >1 (fold change <0.5 and >2) were considered differentially expressed. Gene Ontology enrichment analysis was performed with ClusterProfiler (Yu et al., 2012) with a cutoff of *P* adjusted <0.1 (Supplementary Table S2). The analysis was performed using the gene ontology annotation of the mouse orthologs of our genes, due to the better functional annotation of the mouse genome.

### Analysis of Public Gene Expression Datasets

Two gene expression datasets, obtained from injured sciatic nerve samples, were down-loaded from GEO as normalised expression values.

#GSE22291 series corresponds to microcrushed adult mice sciatic nerves 3 and 7 days after injury, compared with control nerves; samples were hybridised to GeneChip Mouse Genome 430 2.0 Array (Affymetrix), platform GPL1261 (Barrette et al., 2010). Genes with adjusted *P* < 0.001 and absolute log_2_ fold change >1 were considered differentially expressed.

#GSE33454 series corresponds to cut adult mice sciatic nerves 1 and 5 days after injury, compared with sham control sciatic nerves; samples were analysed on Illumina MouseRef-8 v2.0 expression beadchip, platform GPL6885 (Kim et al., 2012). No biological replicates are available; genes with absolute log_2_ fold change >1 were considered differentially expressed.

Genes expressed 7 days after adult mice sciatic nerve cut, compared with contralateral uninjured nerves, were downloaded from the Supplementary Material of the article of Arthur-Farraj et al. (2017), where, to generate 100 bp paired-end reads, three libraries were run on a single lane of the HiSeq 2000 platform (Illumina). All selected genes have an adjusted *P* value < 0.05; those with an absolute log_2_ fold change >1 were considered differentially expressed.

Genes expressed 0.5 h, 1 h, 6 h, 12 h after adult mice sciatic nerve cut, compared with sham control sciatic nerves, were downloaded from the Supplementary Material of the article of Yi et al. (2017); samples were hybridised to Affymetrix GeneChip Hybridisation Oven 640. Genes with adjusted *P* < 0.05 and absolute log_2_ fold change >1 were considered differentially expressed.

### cDNA Preparation and Quantitative Real-Time PCR (qRT-PCR)

To validate the deep RNA sequencing analyses, 0.5 μg total RNA were retro-transcribed in a 25 μl reaction volume containing 1× RT buffer, 0.1 μg/μl BSA, 7.5 μM Random Hexamer Primers, 1 mM deoxynucleoside triphosphate (dNTPs), 0.05% Triton, 40U RIBOlock and 200U RevertAid^®^ Reverse Transcriptase (all ingredients were purchased by Thermo Scientific). The reaction was performed following the manufacturer’s instructions. qRT-PCR was performed by ABI Prism 7300 (Applied Biosystems, Life Technologies Europe BV) detection system. The cDNA was diluted 10 fold in nuclease-free water, and 5 μl (corresponding to 15 ng starting RNA) were analysed in a 20 μl reaction volume containing 1× iTaq Universal SYBR Green Supermix (BioRad) with 300 nM forward and 300 nM reverse primers. Dissociation curves were routinely performed to confirm the presence of a single peak corresponding to the required amplicon. Analyses were performed in technical and biological triplicate. For each experiment the average of mock samples was used as a calibrator. The threshold cycle (Ct) values were normalised to TATA Binding Protein (TBP), a general RNA polymerase II transcription factor, which has been shown to be a good housekeeping gene without retro-pseudogenes in the genome and with different exons to design forward and reverse primers separated by an intron (Vandesompele et al., 2002). Expression data were shown as −ΔΔCT to compare qRT-PCR results with deep sequencing data expressed as log_2_ (fold change). Primers were designed using Annhyb software^1^ and synthesised by BMR Genomics. Primer sequences are reported in Table 1.

**Table 1:** List of primers used for quantitative real time PCR (qRT-PCR) analysis to validate deep sequencing results.

Gene	Accession number	Forward primer (5′–3′)	Reverse primer (5′–3′)	Amplicon size
Atf3	NM_012912.2	CACCATCAACAACAGACCTCTGGAG	CCGCCGCCTCCTTTTTCTCTC	85 bp
Bmp7	NM_001191856.2	CGTCAACCTAGTGGAGCACGAC	GTCACCGCCTCTCCCTCGG	102 bp
Egr2	NM_053633.1	GACCATCTTCCCCAATGGTGAACTG	GATATGGGAGATCCAAGGGCCTCTTC	119 bp
Hmga2	NM_032070.1	CGCCACAGAAGCGAGGACG	GGGGCTCTTGTTCTTGCTGCC	113 bp
Inhba	NM_017128.2	CGGAGATCATCACCTTTGCCGAG	CAGGAAGAGCCAGACTTCTGCAC	116 bp
Mag	NM_017190.4	CGCCTTCAACCTGTCTGTGGAGT	GCCACGGAGGGTTCCGG	120 bp
Mbp	NM_017026.2	GGACCCAAGATGAAAACCCAGTAGTCC	CCTTTCCTTGGGATGGAGGGGG	81 bp
Pmp22	NM_017037.1	CCTTGGGAGCCGTCCAGC	GGACGCTGAAGATGACAGACAGGATC	69 bp
Shc4	NM_001191065.1	CACTTGGGAAAGGGAGGAGGTCC	CACATCTGCAATGCCGCCTG	112 bp
Tbp	NM_001004198.1	TAAGGCTGGAAGGCCTTGTG	TCCAGGAAATAATTCTGGCTCATAG	68 bp
Vegfc	NM_053653.1	CGTCGCCGCCTTCGAGTC	GCTCATCTACACTGGACACAGACCG	122 bp

### Statistical Analysis

For qRT-PCR data, statistical analysis between two groups (mock and treated samples) was performed in GraphPad Prism 5 by the two-tailed Student’s *t*-test. All data were expressed as mean + standard error (SEM).

## Results

### Several Genes in Schwann Cells Are Regulated By Soluble NRG1 Stimulation

To identify the genes regulated early by soluble NRG1, deep sequencing analysis was applied on RNA samples obtained from Schwann cells stimulated 6 h with 10 nM recombinant soluble NRG1β1 (from here on called NRG1) and mock stimulated cells, in three independent biological replicates. 

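The cells were primary Schwann cells, the glial cells of peripheral nerves, from the sciatic nerves of adult rats. Confluent cells were kept in starving medium with 2% FBS and 10 μM forskolin, a compound that raises cAMP, and were then stimulated for 6 h. The paper gives 8 nM NRG1β1 in the medium used before starvation and an overnight starvation, while the labels of the samples give 63 ng/mL glial growth factor in that medium and 18 h of starvation. Each of the 3 independent cultures gave 1 mock and 1 NRG1 sample, numbered 1, 2 and 3 in the labels. Poly(A) RNA was sequenced on an Illumina NextSeq 500. The authors mapped the reads to the rat rn5 assembly with TopHat v2.0.10, counted them per RefSeq gene with htseq and deposited the counts without normalization for 17327 gene symbols. Counts on genes summed to 7696590, 6821590 and 12454177 in mock samples 1, 2 and 3, and to 7755396, 8846267 and 15475018 in NRG1 samples 1, 2 and 3. The NRG1 library was thus the larger one in every pair, by a factor of 1.01, 1.30 and 1.24. Between 47.0% and 49.9% of the alignments in each file were assigned to a gene, and the rest fell outside genes, in more than 1 gene or in more than 1 place. The smallest level the depth could show, taken as 3 counts, was between 0.19 and 0.44 CPM, a unit of counts scaled to the size of the library.
From these counts, edgeR's quasi-likelihood test compared NRG1 with mock after TMM normalization, with the replicate number as a block, as in the paired design of the paper's methods. It covered the 9740 genes that passed edgeR's filter on low counts with a minimum count of 10, and p-values were adjusted by the Benjamini-Hochberg method. Of the analysis choices, the block and applying the fold change threshold after the test changed the numbers of regulated genes most. The use of edgeR with unshrunken fold changes, in place of DESeq2 with shrunken ones, came next. The filter on low counts changed the numbers less. Whether the replicate numbers pair the samples was checked on log2 CPM. Across genes, which are not independent replicates, the deviations of a mock and an NRG1 sample from their group means correlated with r between 0.67 and 0.91 when the numbers were the same and between -0.80 and 0.51 when they were not. The first principal component of the 6 samples held 68.0% of the variance and set both samples of replicate 1 apart from the other 4, and the second held 19.0% and separated NRG1 from mock. No pair of samples had counts within sampling noise of each other, with a chi-square per degree of freedom of at least 22.4 for every pair, so each was counted as 1 sample.

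**Figure D1:**
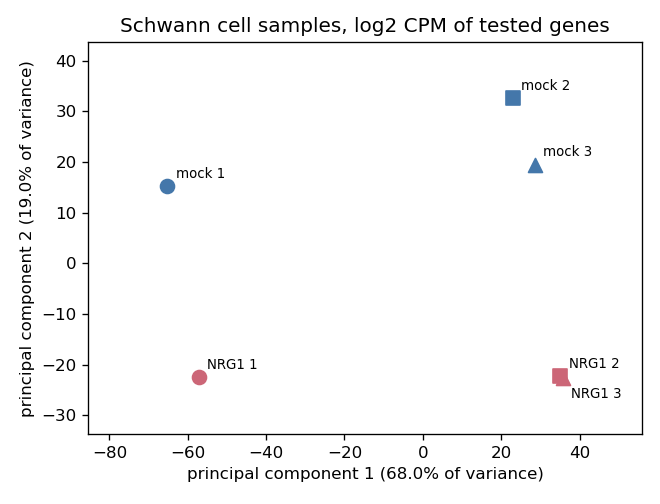
First and second principal components (arbitrary units) of log2 CPM over the 9740 tested genes, 1 point per sample, blue for mock and red for NRG1, with the replicate number as the marker shape. The 2 samples of replicate 1 lie at the left on the first component (68.0% of the variance), and the 3 NRG1 samples lie below the 3 mock samples on the second (19.0%).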

Preliminary assays had been previously performed to verify that treatment with 10 nM NRG1 is able to stimulate ErbB3, AKT, ERK phosphorylation (data not shown).

We identified the genes expressed in the biological triplicate by mock Schwann cells (11312, 10810, 11142) and by Schwann cells following NRG1 stimulation (11239, 10811, 11197). 

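The paper's methods count a gene as expressed when its RPKM is over 1, a value that needs the length of each gene, which is not in the files analysed here. Without lengths, genes were counted as expressed above 1 CPM. This gave 10235, 9869 and 9834 genes in mock samples 1, 2 and 3, and 10197, 9728 and 9735 genes in NRG1 samples 1, 2 and 3. Within each pair the NRG1 sample had fewer such genes, by between 38 and 141 genes. That is less than the range across the 3 mock samples, and an exact paired permutation test on 3 pairs cannot give a p below 0.25. A minimum of 10 counts, which does not correct for depth, gave 10090, 9631 and 10009 genes in the mock samples and 10003, 9672 and 10042 in the NRG1 samples. The setting that moved the numbers most, chosen after seeing the data, was a minimum of more than 1 count. It gave 11312, 10810 and 11142 genes in the mock samples and 11239, 10811 and 11197 in the NRG1 samples. Over all samples, 13129 of the 17327 genes had at least 1 count. No test was involved in these numbers, so they do not depend on the replicate block.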

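With the replicate number as a block, edgeR's quasi-likelihood test gave 152 genes up-regulated and 186 down-regulated by NRG1 at an adjusted p of at most 0.01 and an absolute log2 fold change over 1. Of these 338 genes, 66.6% had an adjusted p under 0.001. Nearly all of them moved the same way in the 3 replicate pairs, namely 151 of the 152 and 184 of the 186. The median log2 fold change was 1.25 among the up-regulated and -1.31 among the down-regulated genes. Without a minimum fold change, 1152 genes had an adjusted p of at most 0.01, of which 615 rose and 537 fell. The fit was then repeated without the block, which treats the 6 samples as unpaired. The pairing is taken from the labels and the paper. Deviations of samples with the same number correlated with a mean r of 0.80 across genes, against -0.33 for different numbers. Deviations from a group mean cancel within the group, so the negative mean partly follows from the calculation. Mock and NRG1 samples of replicates 2 and 3 also correlated across numbers, with r of 0.51 both ways. No gene passed in the fit without the block, where the smallest adjusted p was 0.14. The common biological coefficient of variation rose from 0.12 with the block to 0.37 without it. DESeq2 with no replicate block, added after the data had been seen, gave 54 genes up and 34 down, so the absence of genes depends partly on the tool. DESeq2 with replicate block and unshrunken fold changes gave 139 genes up and 123 down. DESeq2 with shrunken fold changes and replicate block, the default of its earlier versions, gave 101 up and 88 down, with an adjusted p under 0.001 in 93.7% of them. Leaving out each replicate in turn gave from 133 to 202 genes up and from 122 to 299 genes down. The largest change after the missing block came from placing the fold change threshold inside the test, which left 13 genes up and 9 down.

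**Figure D2:**
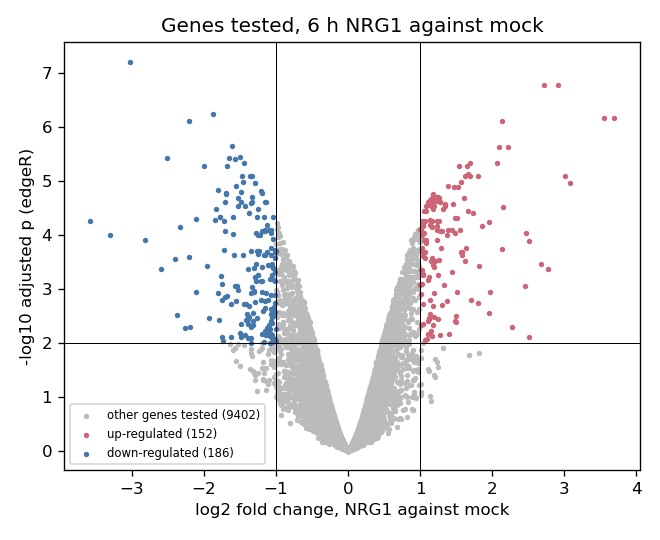
Log2 fold change (NRG1 against mock, horizontal axis) and -log10 of edgeR's adjusted p (vertical axis) of the 9740 tested genes, 1 point per gene, with lines at the thresholds of the paper. The 152 up-regulated genes are red and lie above and to the right of the lines, the 186 down-regulated genes are blue and lie above and to the left, and genes that miss either threshold are grey.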

Comparing the NRG1 stimulated cells with the mock cells, 190 genes were significantly differentially expressed: 101 up-regulated, 89 down-regulated (with a |log_2_fold change|>1, corresponding to a fold change <0.5 and >2, with a P adjusted ≤0.01), with 93% of the differentially expressed genes having an adjusted *P* value < 0.001.

A heat map of the 50 most differentially regulated genes is shown in Figure 1, while the full list of differentially expressed genes is shown in Supplementary Table S1.

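Of the 50 genes drawn in Figure 1, 31 were drawn as up-regulated and 19 as down-regulated by NRG1. All 50 passed both thresholds in the direction drawn in the fit with the replicate block, and all 50 had the same direction in the 3 pairs. The largest adjusted p among them was 3.9e-05. By p-value, 39 of them were among the first 50 genes of this fit, and the lowest ranked of them was at position 86. The smallest adjusted p of all belonged to Atf3, whose log2 fold change was -3.03 (standard error 0.15, adjusted p = 6.1e-08), followed by Hmga2 with 2.92 (standard error 0.17, adjusted p = 1.7e-07). Tgm2 had the largest change of the genes past both thresholds, with a log2 fold change of 3.69 (standard error 0.25, adjusted p = 6.7e-07). It was counted at 2.56 ± 1.14 CPM (SD, n = 3) in mock and 36.2 ± 20.7 CPM (SD, n = 3) in NRG1 samples.
The list in Supplementary Table S1 holds 101 up-regulated and 89 down-regulated genes, and every one of them passed both thresholds in its listed direction here. For 1997 genes with a row in that table, the log2 fold changes and the paper's had a Spearman correlation of 0.998 across genes. With the largest shift among the alternatives, no gene of either list passed in the fit without the replicate block, in which the smallest adjusted p was 0.14. Samples with the same replicate number deviated together, with a mean r across genes of 0.80, and the pairing is taken from the labels and the paper. In the fits that each left out one replicate, from 92 to 100 genes of the up-regulated list and from 82 to 85 of the down-regulated list passed.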

**Figure 1:**
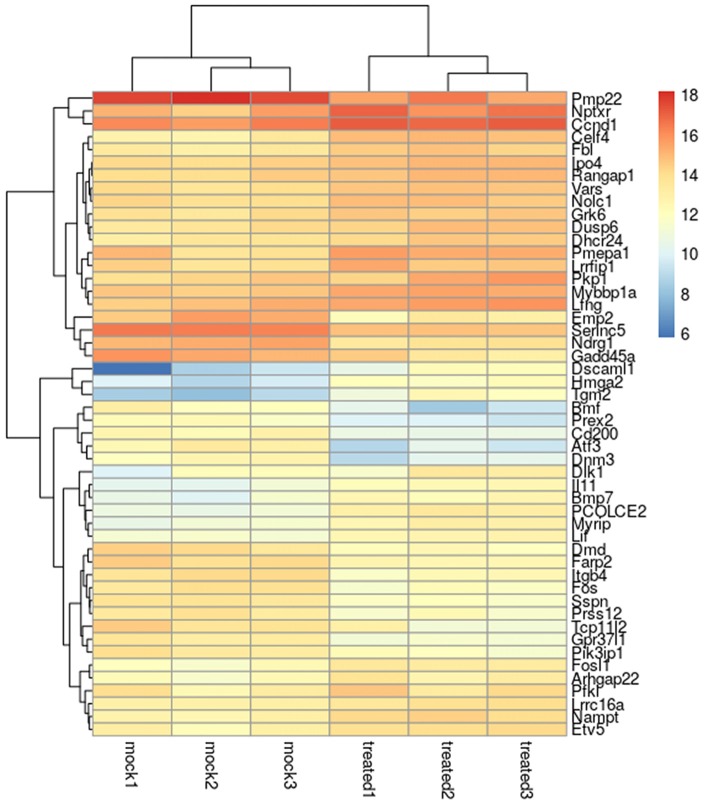
Heatmap of the 50 most differentially regulated genes in Schwann cells. The heatmap shows the biological triplicate expression of the first 50 differentially expressed genes in Schwann cells stimulated with 10 nM NRG1β1 based on the obtained *P* value. “Mock” corresponds to samples treated with the vehicle, “treated” corresponds to samples treated with NRG1β1. Colour intensity reflects the expression level and represents the log_2_ (RPKM + 1) of the observed gene in each sample (RPKM, Reads Per Kilo base of transcript per Million mapped reads).

To validate deep RNA sequencing data, the expression profile of 10 selected genes was analysed by quantitative real time PCR performed on RNA samples obtained from mock Schwann cells or stimulated 6 h with 10 nM NRG1. Validation was performed on three independent biological replicates different from those used for the deep sequencing.

Five up- and five down-regulated genes were chosen based on their adjusted *P* values or their annotated Gene Ontology categories. Among them, eight were strongly regulated (corresponding to 4.2% of differentially regulated genes), two weakly; all of them were significantly validated. 

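For these 10 genes, the sequencing side of the comparison can be derived, while the qRT-PCR values are not in the files analysed here. Among the genes chosen as up-regulated, Hmga2 rose from 5.02 ± 1.23 CPM (SD, n = 3) in mock to 38.0 ± 11.0 CPM (SD, n = 3) in NRG1 samples, a log2 fold change of 2.92 (standard error 0.17, adjusted p = 1.7e-07). Bmp7 had a log2 fold change of 2.06 (standard error 0.17, adjusted p = 4.6e-06) and Shc4 of 1.28 (standard error 0.14, adjusted p = 2.5e-05). Inhba and Vegfc stayed under the fold change threshold and over the adjusted p of 0.01, with log2 fold changes of 0.83 (standard error 0.25, adjusted p = 0.027) and 0.80 (standard error 0.25, adjusted p = 0.03). Their log2 ratios in replicates 1, 2 and 3 were 0.25, 1.70 and 1.33 for Inhba and -0.02, 1.57 and 0.83 for Vegfc, so that both rises rest on replicates 2 and 3. The counts of Inhba were 383, 17 and 16 in mock samples 1, 2 and 3 and 456, 77 and 54 in NRG1 samples 1, 2 and 3. Among the genes chosen as down-regulated, Atf3 fell most, from 62.4 ± 33.2 CPM (SD, n = 3) to 7.82 ± 4.76 CPM (SD, n = 3), a log2 fold change of -3.03 (standard error 0.15, adjusted p = 6.1e-08). Pmp22, the gene with the highest counts of the 10, changed by -1.57 (standard error 0.13, adjusted p = 3.9e-06) and Egr2 by -1.71 (standard error 0.21, adjusted p = 8.5e-05). Mag and Mbp had smaller changes of -1.17 (standard error 0.17, adjusted p = 0.00023) and -1.07 (standard error 0.15, adjusted p = 0.00024), and all 5 fell in each of the 3 pairs.
The pairing is taken from the labels and the paper, and the deviations of samples with the same number had a mean Pearson r of 0.80 across genes. Without the block, the adjusted p was 0.14 for Hmga2, 0.18 for Atf3 and 0.61 for Mbp, and none of the 10 genes passed. The alternative that moved a value most was the fit without replicate 1, where Inhba reached a log2 fold change of 1.63. With shrunken fold changes in DESeq2, Mag and Mbp came to -0.99 and -0.92, under the fold change threshold. The paper compares these sequencing values with the qRT-PCR of the same genes in Fig. 2 and takes the same direction in both as a check of the sequencing.

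**Figure D3:**
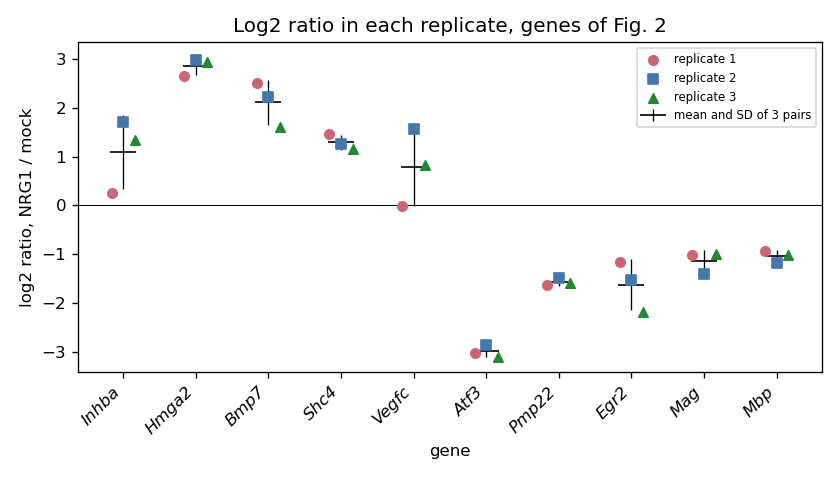
Log2 ratio of NRG1 to mock (vertical axis, from log2 CPM with a prior count of 2) for the 10 genes of Fig. 2, with 1 point per replicate pair and a bar for the mean and SD of the 3 pairs. Atf3 lies near -3 in every pair, while Inhba and Vegfc lie at 0.25 and -0.02 in replicate 1 and higher in replicates 2 and 3.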

Inhba, Hmga2, Bmp7, Shc4, Vegfc were representative for up-regulated genes, Atf3, Pmp22, Egr2, Mag, Mbp were representatives for down-regulated genes. As shown in Figure 2, the expression profile of these genes was consistent in both analyses.

**Figure 2:**
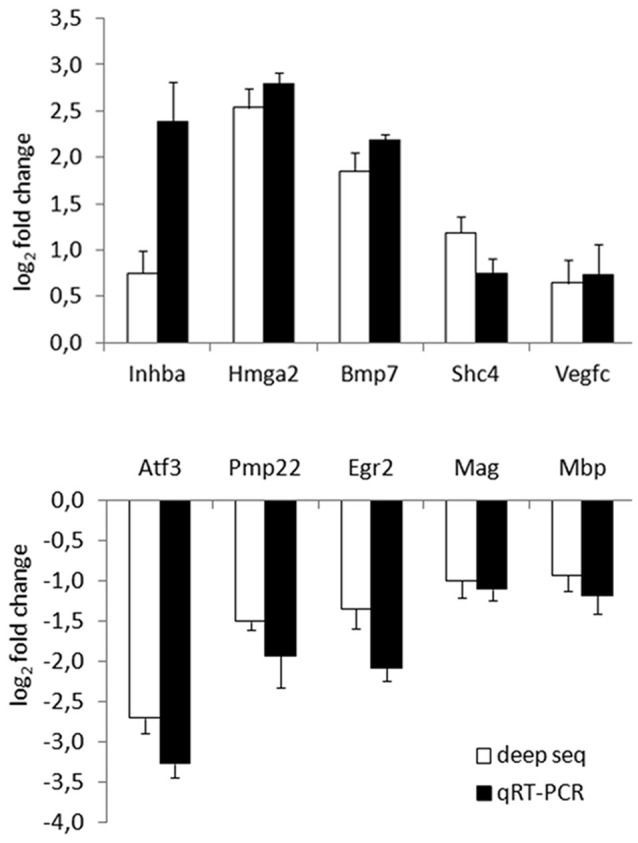
Deep RNA sequencing validation through quantitative real time-PCR (qRT-PCR). Validation of 10 representative gene transcripts was performed by qRT-PCR, showing that the behaviour of five up- and five down-regulated genes was consistent in both techniques. log_2_ fold change (corresponding to −ΔΔCT for qRT-PCR) obtained comparing samples treated with Neuregulin1 (NRG1) with mock treated samples is shown, both for deep sequencing, both for qRT-PCR data.

### NRG1 Strongly Down-Regulates Myelination Genes

In order to assign the differentially regulated genes to their functions, Gene Ontology analysis was performed using ClusterProfiler package, focusing the attention on the biological processes (BP).

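All 11 genes listed in Table 2 under rRNA metabolic processes passed both thresholds in the fit with the replicate block and rose in each of the 3 pairs. Their log2 fold changes lay between 1.07 and 1.56, with a median of 1.23 and adjusted p-values of at most 0.00027. Fbl, which encodes the rRNA methyltransferase fibrillarin, changed most, from 74.0 ± 21.6 CPM (SD, n = 3) in mock to 217.3 ± 49.2 CPM (SD, n = 3) in NRG1 samples, a log2 fold change of 1.56 (standard error 0.15, adjusted p = 1e-05). Among the 4 genes listed under negative regulation of Notch signalling, Dll4 had a log2 fold change of 2.46 (standard error 0.42, adjusted p = 0.00087), Bmp7 of 2.06 (standard error 0.17, adjusted p = 4.6e-06), Dlk1 of 1.62 (standard error 0.15, adjusted p = 8e-06) and Lfng of 1.18 (standard error 0.13, adjusted p = 3.3e-05). Dll4 was counted at only 0.66 ± 0.82 CPM (SD, n = 3) in mock samples, close to the floor of 0.19 to 0.44 CPM, so the size of its change is uncertain. Lfng was counted at 218.0 ± 101.5 CPM (SD, n = 3) in mock and 474.8 ± 163.5 CPM (SD, n = 3) in NRG1 samples.
No Gene Ontology annotation is in the files analysed here, so the category sizes and the background of 9125 genes were taken from Supplementary Table S2. Only genes listed in Table 2 could be counted, which makes each p an upper bound. Fisher's exact test, one-sided, gave p = 1.5e-05 for 11 of the 135 rRNA genes and p = 0.00061 for 4 of the 24 Notch genes among the 152 up-regulated genes. These p-values are not adjusted over categories. In the fit without the replicate block, none of the 15 genes passed, and the adjusted p was 0.16 for Fbl and 0.37 for Dll4. The replicate numbers come from the labels, and samples sharing a number deviated together with a mean r of 0.80 across genes. Among the single genes, the shrunken fold change of DESeq2 moved Dll4 most, to 1.10. The paper reports these 2 annotation categories as enriched among the up-regulated genes.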

Genes up-regulated following NRG1 stimulation were enriched in two annotation categories: 11 genes belong to the category of “rRNA metabolic processes” (*P*_adj_ = 0.0001), four genes belong to “negative regulation of Notch signalling pathway” (*P*_adj_ = 0.0219); the complete list of these up-regulated genes is shown in Table 2.

**Table 2:** Biological process (BP) enriched categories obtained by Gene Ontology analysis.

Biological process enriched category	Down-regulated genes	*P* adjusted	List of genes
Myelination	7	0.004263845	Pmp22, Serinc5, Ndrg1, Fa2 h, Mal, Rxrg, Egr2
Positive regulation of ion transmembrane transport	6	0.006544373	Dmd, Hspa2, Snca, P2rx7, Atp1b2, Hcn1
Glial cell differentiation	8	0.008986003	Gpr37l1, Ndrg1, Dmd, Epha4, Fa2 h, Egr2, Ntrk3, Lingo1
Regulation of membrane potential	9	0.010459252	Dmd, Snca, P2rx7, Grik2, Atp1b2, Kcnk5, Cldn19, Slc26a2, Hcn1
Bleb assembly	3	0.023620351	Emp2, Pmp22, P2rx7
Positive regulation of apoptotic process	11	0.080348376	Atf3, Bmf, Gadd45a, Ctsc, Snca, P2rx7, Grik2, Mal, Fbxo32, Ntrk3, Sept4
Macrophage activation	3	0.095570035	Cd200, Snca, Adgrf5
**Biological process enriched category**	**Up-regulated genes**	***P* adjusted**	**List of genes**
rRNA metabolic processes	11	0.000126	Fbl, Bop1, Wdr46, Nop56, Ddx21, Nat10, Bysl, Rrp9, Nop2, Emg1, Rrp15
Negative regulation of Notch signalling pathway	4	0.02191	Bmp7, Dlk1, Lfng, Dll4

*Because of redundancy in gene ontology annotations, only a selected list of up-regulated and down-regulated biological processes is shown (all enriched categories of biological processes, molecular functions and cellular components are shown in Supplementary Table S2)*.

Due to redundancy in gene ontology annotations, here we show a selected list of up-regulated and down-regulated BP; the complete list of BP, Molecular Functions (MF) and Cellular Components (CC) is shown in Supplementary Table S2.

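Among the 186 down-regulated genes of the fit with the replicate block, the listed genes of 7 categories in Table 2 were counted, and among the 152 up-regulated genes those of 2 categories. Fisher's exact test, one-sided with sizes from Supplementary Table S2, gave p between 0.00094 for myelination and 0.16 for positive regulation of apoptotic process on the down-regulated side. On the up-regulated side it gave 1.5e-05 for rRNA metabolic processes and 0.00061 for negative regulation of Notch signalling pathway. Category members that Table 2 does not list could not be counted, so each p is an upper bound. The smallest of them belonged to an up-regulated category. In the paper's own table as well, the smallest adjusted p is 0.00013 among up-regulated and 0.0043 among down-regulated processes. The number of enriched processes listed there is 10 for up-regulated and 28 for down-regulated genes. In the fit without the replicate block no gene passed, so that every category count was 0 and every p was 1. The pairing that the block uses is taken from the labels and the paper, and the deviations of paired samples correlated with a mean r of 0.80 across genes. The paper compares here the enriched categories of the up-regulated and the down-regulated genes.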

Functional enrichment is stronger for down-regulated genes. “Myelination” (*P*_adj_ = 0.0043) is the most enriched category among down-regulated genes, with seven genes down-regulated in response to NRG1. 

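The 7 genes listed under myelination were Pmp22, Serinc5, Ndrg1, Fa2h, Mal, Rxrg and Egr2, and all of them passed both thresholds and fell in each of the 3 pairs. Pmp22, which encodes a protein of compact myelin, was the most abundant, with 1648.3 ± 798.3 CPM (SD, n = 3) in mock and 565.8 ± 305.7 CPM (SD, n = 3) in NRG1 samples. Its log2 fold change was -1.57 (standard error 0.13, adjusted p = 3.9e-06). The largest change of the 7 was that of Fa2h, -1.85 (standard error 0.22, adjusted p = 5.3e-05), followed by Mal with -1.72 (standard error 0.20, adjusted p = 5.4e-05) and Egr2 with -1.71 (standard error 0.21, adjusted p = 8.5e-05). The smallest was that of Ndrg1, -1.20 (standard error 0.12, adjusted p = 1.7e-05). Serinc5 and Rxrg lay between these, with -1.30 (standard error 0.12, adjusted p = 1.1e-05) and -1.26 (standard error 0.16, adjusted p = 0.0001). While the level of Pmp22 differed widely between the mock samples, its log2 ratios within replicates 1, 2 and 3 were -1.63, -1.48 and -1.60.
Fisher's exact test, one-sided, for 7 of the 77 myelination genes of Supplementary Table S2 among the 186 down-regulated genes gave p = 0.00094, against 1.57 genes by chance and a 4.5-fold enrichment. By fold enrichment the 3 genes of bleb assembly ranked higher, at 13.4-fold, while myelination had the smallest p of the 7 down-regulated categories. The paper's p for myelination before adjustment is 6.7e-06, for 7 of 85 annotated genes. Members outside Table 2 could not be counted, so this p is an upper bound that grows with the number of down-regulated genes. Without replicate 1, where 299 genes were down-regulated, it was 0.013. The fit without the replicate block moved the result most, since none of the 7 genes passed there and the adjusted p was 0.28 for Pmp22 and 0.21 for Fa2h. Paired samples deviated together, with a mean r of 0.80 across genes (the pairing is taken from the labels and the paper). The paper takes this category as evidence that NRG1 inhibits myelination genes.

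**Figure D4:**
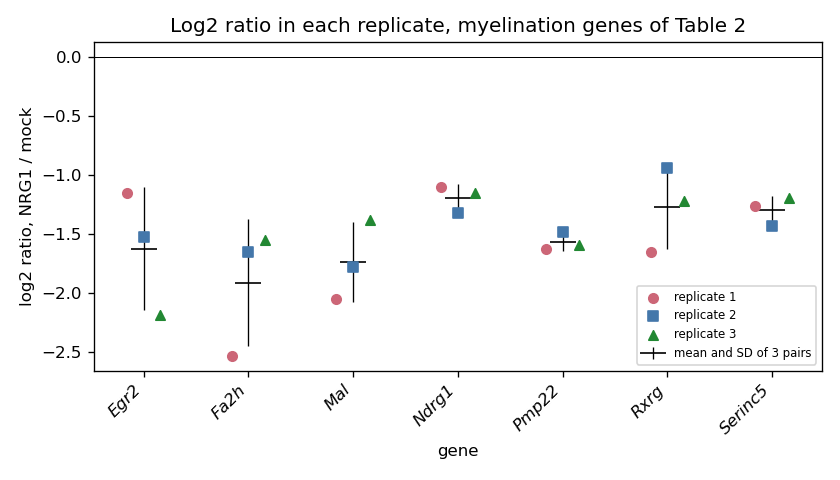
Log2 ratio of NRG1 to mock (vertical axis, from log2 CPM with a prior count of 2) for the 7 myelination genes of Table 2, with 1 point per replicate pair and a bar for the mean and SD of the 3 pairs. Every point lies below 0, from -0.94 for Rxrg in replicate 2 to -2.53 for Fa2h in replicate 1.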

The following categories are “Positive regulation of ion transmembrane transport” (*P*_adj_ = 0.0065) with six regulated genes, “Glial cell differentiation” (*P*_adj_ = 0.0090) with eight genes, “Regulation of membrane potential” (*P*_adj_ = 0.0105) with nine genes, “Bleb assembly” with three genes (*P*_adj_ = 0.0236). 

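Every gene listed under these 4 categories passed both thresholds with the replicate block and fell in each of the 3 pairs. The 6 genes of positive regulation of ion transmembrane transport had a median log2 fold change of -1.35, and Fisher's exact test, one-sided, gave p = 0.0011 for 6 of 58 genes. For glial cell differentiation the median of the 8 genes was -1.56, with an exact p = 0.0058 for 8 of 133. The 9 genes of regulation of membrane potential had a median of -1.23 and an exact p = 0.011 for 9 of 180. The 3 genes of bleb assembly, Emp2, Pmp22 and P2rx7, had a median of -1.57 and an exact p = 0.0012 for 3 of 11. The largest adjusted p of any of these genes in edgeR's test was 0.0016. Several genes count in more than 1 category, such as Dmd and P2rx7, so the 4 tests are not independent, and their p-values are not adjusted over categories and are upper bounds, as only genes listed in Table 2 were counted. Without replicate 1, the p of regulation of membrane potential moved most, to 0.38, with 7 of its 9 genes passing, and that of glial cell differentiation came to 0.071. No listed gene passed in the fit without the replicate block, although samples with the same number deviated together with a mean r of 0.80 across genes (the pairing is taken from the labels and the paper).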

Finally, “Positive regulation of apoptotic process” (*P*_adj_ = 0.0803) with 11 genes, “Macrophage activation” (*P*_adj_ = 0.0956) with three. 

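The 11 genes listed under positive regulation of apoptotic process had log2 fold changes between -1.15 and -3.03, with Atf3 falling most. All 11 had the same direction in the 3 pairs, with edgeR's adjusted p-values of at most 0.00043. Fisher's exact test, one-sided, gave p = 0.16 for 11 of the 386 genes of this category among the 186 down-regulated genes, where 7.87 were due by chance. With the 88 down-regulated genes of DESeq2 with shrunken fold changes and replicate block, the same 11 genes gave an exact p = 0.0011. Only the genes listed in Table 2 were counted, so a longer list of regulated genes can only raise this p, and each p is an upper bound. For macrophage activation, the 3 listed genes gave an exact p = 0.011 for 3 of 23 genes, with log2 fold changes between -1.68 and -2.33. Requiring at least 10 counts in every sample left 2 of the 3 and moved p to 0.064. In the fit without the replicate block, no gene of either category passed, and the adjusted p was 0.18 for Atf3. The correlation of the deviations of paired samples had a mean of 0.80 across genes (the pairing is taken from the labels and the paper).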

The complete list of these down-regulated genes is shown in Table 2.

### Several Genes Regulated By NRG1 Overlap With Genes Regulated Following Nerve Injury

As expected, the genes regulated by NRG1 are annotated in categories that are related to Schwann cell response following an injury. To identify which of these genes are also regulated after a nerve injury, expression profiling data obtained from injured sciatic nerve samples were downloaded from GEO or from Supplementary Information of published articles.

To investigate gene expression in the first hours after injury, genes regulated by NRG1 (101 up- and 89 down-regulated) were compared with genes differentially expressed 0.5 h, 1 h, 6 h, 12 h after nerve cut (Yi et al., 2017). This analysis shows that after 0.5 and 1 h there are not differentially expressed genes in common with our data. 

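Only the NRG1 side of this overlap can be derived, since the expression profiles of injured nerves come from other studies and were not analysed here. In Figure 3, 7 up-regulated and 2 down-regulated genes are drawn with the same direction after NRG1 and after nerve cut. The 7 up-regulated genes, Fosl1, Il11, Phlda1, Slc6a17, Ucn2, Vgf and Lrrfip1, had log2 fold changes between 1.17 and 2.47 with NRG1 and adjusted p-values of at most 0.00019. The down-regulated genes Gria2 and Bmf had log2 fold changes of -1.25 and -2.51. The figure also draws Pth2r and Osbpl6, up-regulated, and Epha4, down-regulated, with opposite directions after injury, and these changed by 1.39, 1.38 and -1.45 with NRG1. All 12 genes passed both thresholds and moved the same way in the 3 pairs. They also passed in each fit that left out one replicate. In the fit without the replicate block none of them passed, while the deviations of samples with the same number correlated with a mean r of 0.80 across genes (the pairing is taken from the labels and the paper).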

After 6 h, six up-regulated genes are in common, after 12 h, seven up-regulated and two down-regulated genes are in common with our data (Figure 3).

**Figure 3:**
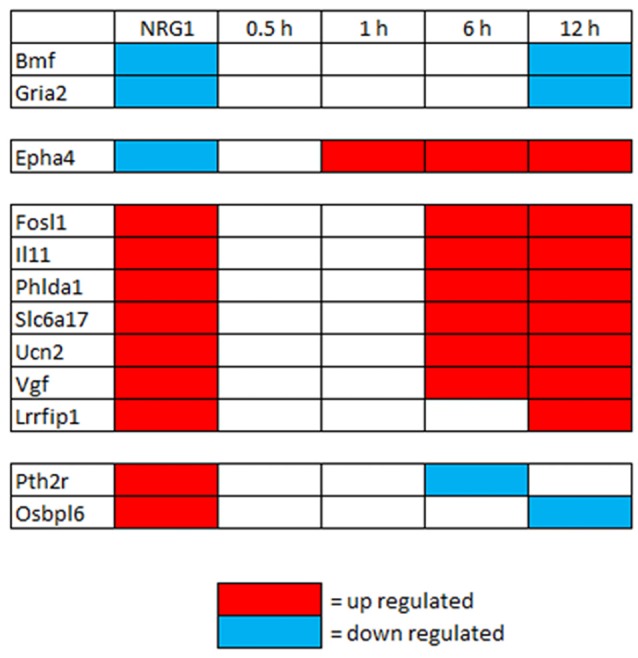
Genes differentially regulated *in vitro* by NRG1 compared with 0.5–12 h injured nerves. Genes significantly regulated following NRG1 stimulation (101 up- and 89 down-) were compared with genes regulated 0.5 h, 1 h, 6 h, and 12 h after sciatic nerve cut (Yi et al., 2017). Among them, seven up-regulated and two down-regulated show the same regulation behaviour after 12 h.

Then, to investigate gene expression in the following phase after injury, genes regulated by NRG1 were compared with genes regulated 1 and 5 days after nerve cut (Kim et al., 2012), 3 and 7 days after nerve microcrush (Barrette et al., 2010), 7 days after nerve cut (Arthur-Farraj et al., 2017). These data show that in the first week of injury 54% of NRG1 down-regulated genes and 40% of NRG1 up-regulated genes are also regulated after nerve injury: 13 up-regulated and 9 down-regulated 1 day after nerve cut; 23 up-regulated and 40 down-regulated 3 days after nerve microcrush; 8 up-regulated and 11 down-regulated 5 days after nerve cut; 16 up-regulated and 26 down-regulated 7 days after nerve microcrush. 

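On the NRG1 side, the 40 up-regulated genes that Figure 4 draws with the same direction after injury had log2 fold changes between 1.04 and 2.92 with a median of 1.32. The 46 down-regulated genes drawn that way had log2 fold changes between -1.12 and -3.58 with a median of -1.48. All 86 passed both thresholds in the fit with the replicate block and had the same direction in the 3 pairs, with adjusted p-values of at most 0.0021. They make up 39.6% of the 101 listed up-regulated genes and 51.7% of the 89 listed down-regulated genes, and 53.9% when the 2 down-regulated genes with a mixed behaviour are included. The injured nerve data behind the time points were not analysed here. Leaving out one replicate at a time kept between 35 and 39 of the 40 and between 42 and 45 of the 46. Among all settings the fit without the replicate block moved these counts most, to 0 and 0, while the pairing itself was visible in the deviations of the samples (mean r of 0.80 across genes (the pairing is taken from the labels and the paper) for the same number). From these lists, the paper concludes that many genes regulated by NRG1 in culture are regulated after nerve injury as well.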

Many genes show the same regulation at different time points. 

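The 9 up-regulated genes that Figure 4 draws with an opposite direction after injury had log2 fold changes between 1.23 and 3.08 with NRG1, and the 12 down-regulated ones between -1.13 and -3.03. Every one of the 21 passed both thresholds with the replicate block and had the same direction in the 3 pairs, with adjusted p-values of at most 0.0011. They amount to 11.1% of the 190 listed genes. Tfrc is drawn in both the same and the opposite group. The 2 genes with a mixed behaviour, Cdh19 and Mest, had log2 fold changes between -1.26 and -1.10 and adjusted p-values of at most 7.9e-05. The directions after injury were not analysed here. Leaving out replicates one at a time changed the counts only from 12 to 11 down-regulated genes, whereas no gene passed in the fit without the replicate block. The mean r of 0.80 between the deviations of paired samples, across genes, was the check of the pairing, which is taken from the labels and the paper.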

Intriguingly, few genes (9 up- and 12 down-regulated) show an opposite expression regulation, two genes are down-regulated 1 day after injury and after NRG1 treatment, but later their expression is up-regulated. The complete list of genes regulated both by NRG1 and by nerve injury is shown in Figure 4.

**Figure 4:**
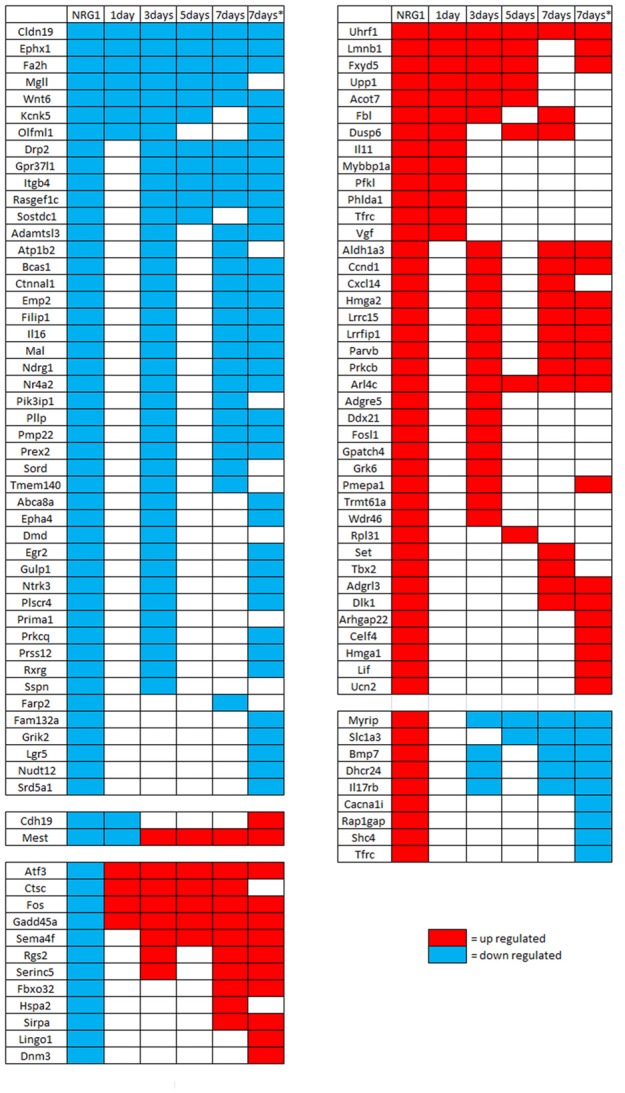
Genes differentially regulated *in vitro* by NRG1 compared with 1–7 days injured nerves. Genes significantly regulated following NRG1 stimulation (101 up- and 89 down-) were compared with genes regulated 1 and 5 days after sciatic nerve cut (Kim et al., 2012), 3 and 7 days after sciatic nerve microcrush (Barrette et al., 2010), and 7 days (*) after sciatic nerve cut (Arthur-Farraj et al., 2017). Among them, 40 up-regulated and 46 down-regulated show the same regulation behaviour at different time points after injury, 9 up-regulated and 12 down-regulated show an opposite behaviour, two down-regulated genes show a mixed behaviour.

## Discussion

Schwann cells, the main glial cells in the peripheral nervous system, play a key role both during development and following nerve injury, being responsible of axonal ensheathment, myelination and post-injury nerve repair (Jessen et al., 2015; Taveggia, 2016). Different factors and signalling pathways are involved in the control of these activities (Pereira et al., 2012; Boerboom et al., 2017).

It has been shown by others (Carroll et al., 1997; Stassart et al., 2013) and our research group (Ronchi et al., 2016) that different isoforms of soluble NRG1 are strongly up-regulated after injury. Moreover, in transgenic mice expressing soluble NRG1 in postnatal motoneurons and DRG neurons, but missing NRG1 in Schwann cells (Thy1.2-NRG1-I-β1a X Dhh-Cre X Nrg1^loxP/loxP^), nerve regeneration after crush is inefficient (Stassart et al., 2013), thus showing that soluble Nrg1 expressed by neurons does not completely compensate for the lack of NRG1 expression in Schwann cells, thus suggesting that soluble NRG1 plays a key role for their activity after injury.

Schwann cells represent 90% of the total cell number in uncut nerves, 70% in injured nerves, the majority of the rest being fibroblasts, macrophages and perineural cells (Arthur-Farraj et al., 2017). The role of the latter must not be denied, but here we focused our attention on Schwann cells, the main non-neuronal cell type in the peripheral nerve, to investigate the role of soluble NRG1 in their activity.

To this aim, by RNA deep sequencing, we carried out a transcriptome analysis to identify the genes regulated *in vitro* in Schwann cells following NRG1 stimulation.

Then, we compared this list of differentially regulated genes with the genes expressed *in vivo* in the injured nerve to find common regulated genes, conscious of the fact that in the injured nerve environment, besides Schwann cells, there are other different cell types, and that there are other released factors besides soluble NRG1.

A stringent analysis was performed to select genes significantly regulated *in vitro* by NRG1 stimulation with a 2-fold threshold and a highly significant adjusted *P* value (≤0.01). As expected, NRG1 stimulation induces differential gene expression in Schwann cells. Applying gene ontology, the regulated genes were categorised into specific groups based on the relevant BP, CC and MF. We focused our attention on the BP; after eliminating redundant categories, down-regulated genes were enriched in seven categories, while up-regulated genes were enriched in two.

Enriched gene categories are consistent with the phenotypic changes occurring in Schwann cells after injury: the portion of the nerve distal to the injury undergoes Wallerian degeneration, a complex process characterised by axonal degeneration and degradation of myelin sheath, followed by debris phagocytosis by Schwann cells and macrophages (Dubovy, 2011). Demyelination is an important step during Wallerian degeneration, starting with fragmentation of the myelin sheath into small ovoid-like structures (Ghabriel and Allt, 1979) and with the down-regulation of myelin genes (Jessen and Mirsky, 2008). Because NRG1 receptor activation is sufficient to initiate Schwann cell demyelination (Guertin et al., 2005), it has been suggested that NRG1 might play a key role in the de-differentiation process (Fricker and Bennett, 2011; Shin et al., 2013).

Both myelinating and non-myelinating (Remak) Schwann cells participate to Wallerian degeneration and trans-differentiate into a repair phenotype specialised to promote nerve regeneration (Jessen and Mirsky, 2016). Accordingly, when we consider gene expression analysis *in vivo*, both myelinating and non-myelinating Schwann cells contribute to the transcriptome, as well as *in vitro*, where primary cultures obtained from sciatic nerves contain both myelinating and non-myelinating cells.

When we analysed the enriched categories of differentially expressed genes in response to NRG1 stimulation, we found that “myelination” is the most enriched category among down-regulated genes, with several genes known to be involved in the myelination process down-regulated (Pmp22, Serinc5, Ndrg1, Fa2h, Mal, Rxrg and Krox20/Egr2), thus suggesting that myelination genes were expressed by myelinating Schwann cells undergoing trans-differentiation, while the enriched down-regulated category “glial cell differentiation” reflects gene expression of both myelinating and non-myelinating Schwann cells.

The fact that NRG1 inhibits myelination genes evokes literature data showing that the transcription factor c-Jun negatively regulates myelination (Parkinson et al., 2008), down-regulating genes essential in the myelination program, such as the zinc finger transcription factor Krox20/Egr2 (Warner et al., 1998), which in turn has been shown to inhibit c-Jun expression in a reciprocal negative feed-back loop (Parkinson et al., 2004).

We found that also soluble NRG1 inhibits Krox20/Egr2 expression, thus suggesting that NRG1—inhibiting Krox20/Egr2—might contribute to stimulate c-Jun expression. 

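Egr2 fell from 18.6 ± 6.4 CPM (SD, n = 3) in mock to 5.77 ± 1.83 CPM (SD, n = 3) in NRG1 samples, a log2 fold change of -1.71 (standard error 0.21, adjusted p = 8.5e-05) in edgeR's test with the replicate block. Its log2 ratios in replicates 1, 2 and 3 were -1.15, -1.53 and -2.19. The RNA of Jun, which encodes c-Jun, was counted at 360.0 ± 101.7 CPM (SD, n = 3) in mock and 326.4 ± 100.7 CPM (SD, n = 3) in NRG1 samples. The log2 fold change of Jun was -0.15 (standard error 0.12, adjusted p = 0.4), with log2 ratios of -0.19, -0.21 and -0.05 in the 3 pairs, so that no rise of Jun RNA was detected after 6 h. The files hold RNA only, and neither the c-Jun protein nor its phosphorylation was measured. With each replicate left out in turn, the log2 fold change of Jun lay between -0.18 and -0.12 and that of Egr2 between -1.90 and -1.37. DESeq2 with shrunken fold changes moved Egr2 most, to -1.34. Without the replicate block the adjusted p was 0.18 for Egr2 and 0.91 for Jun, against a mean r of 0.80 across genes (the pairing is taken from the labels and the paper) between the deviations of paired samples. The paper combines the fall of Egr2 with the known mutual inhibition of Egr2 and c-Jun, and proposes that NRG1 might help to raise c-Jun in this way.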

Accordingly, it has been shown *in vitro* that NRG1 treatment stimulates c-Jun expression (Syed et al., 2010) and phosphorylation (Parkinson et al., 2004). Further analyses *in vitro* and *in vivo* will be necessary to better investigate the cross-talk between c-Jun and NRG1.

Genes annotated in categories like “positive regulation of apoptotic process” and “bleb assembly” are also down-regulated, suggesting that NRG1 supports Schwann cell survival following nerve injury.

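Cd200 was counted at 44.98 ± 15.19 CPM (SD, n = 3) in mock and 13.8 ± 2.7 CPM (SD, n = 3) in NRG1 samples, a log2 fold change of -1.68 (standard error 0.15, adjusted p = 5.3e-06) with the replicate block in edgeR's test. It fell in each pair, with log2 ratios of -1.47, -1.59 and -1.88 in replicates 1, 2 and 3, so the differences between pairs were small beside the change. The shrunken fold change of DESeq2 moved this value most, to -1.495. When the block was left out, the adjusted p was 0.16, while paired samples deviated together with a mean r of 0.80 across genes (the pairing is taken from the labels and the paper). The paper relates the fall of Cd200 to a report that less of it might ease the entry of macrophages into the injured nerve.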

NRG1 stimulation of Schwann cells showed a down-regulation of genes annotated in the enriched category “regulation of macrophage activation”, such as Cd200 and Snca. Macrophages are recruited to the nerve injured site to eliminate fragmented myelin debris and dead cells (Dubovy, 2011). Cd200 is expressed in node of Ranvier and Schmidt-Lanterman incisures and is down-regulated following nerve injury (Chang et al., 2011). It has been suggested that Cd200 down-regulation might facilitate macrophage infiltration through the node of Ranvier to eliminate degenerated axons and myelin debris (Chang et al., 2011). Also Synuclein α (Snca) is localised at nodes of Ranvier and Schmidt-Lanterman incisures, is up-regulated during myelination and down-regulated after nerve injury (D’Antonio et al., 2006) and might be involved in macrophage infiltration. Indeed, it has been shown that following sciatic nerve transection, transgenic mice over-expressing Snca show a lower number of invading macrophages (Siebert et al., 2010).

Two categories of up-regulated genes are enriched in response to NRG1 stimulation: “genes responsible for rRNA metabolic processes” and “negative regulation of Notch signalling pathway”. The up-regulation of the former contributes to the synthesis and production of new proteins and molecules needed to guide Wallerian degeneration and nerve regeneration.

Notch is a transmembrane receptor that acts as a negative regulator of myelination: it is down-regulated during myelination and by Krox20, and plays an important role in demyelination in injured nerves (Mirsky et al., 2008; Woodhoo et al., 2009). For this reason, the up-regulation of negative regulators of the Notch pathway is difficult to explain, unless we hypothesise that Notch is up-regulated in a different time point or that Notch expression is regulated at protein level, or that the genes grouped in this gene ontology category actually contribute to demyelination and Schwann cell de-differentiation without inhibiting Notch pathway. 

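The genes listed as negative regulators of Notch rose with NRG1, from a log2 fold change of 1.18 (standard error 0.13, adjusted p = 3.3e-05) for Lfng to 2.46 (standard error 0.42, adjusted p = 0.00087) for Dll4. The RNA of the receptors themselves did not change detectably. In edgeR's test with the replicate block, Notch1 had a log2 fold change of 0.28 (standard error 0.13, adjusted p = 0.15), Notch2 of 0.08 (standard error 0.15, adjusted p = 0.74) and Notch4 of 0.16 (standard error 0.21, adjusted p = 0.61). Notch3 was counted 374, 11 and 8 times in mock samples 1, 2 and 3 and 498, 1 and 11 times in NRG1 samples 1, 2 and 3. Its log2 fold change was 0.13 (standard error 0.32, adjusted p = 0.81), and at these counts a change in replicates 2 and 3 was not detectable. Among genes that read out Notch activity, Hes1 changed by 0.60 (standard error 0.18, adjusted p = 0.029) and Hey1 by 0.11 (standard error 0.16, adjusted p = 0.66), and neither passed an adjusted p of 0.01. For Hes1 the log2 ratios in replicates 1, 2 and 3 were -0.0032, 1.13 and 0.69. Among the receptors, Hes1 and Hey1, the setting that moved a value most was DESeq2 with replicate block, where Notch3 came to -0.68. Dll4 moved more, to 1.10 with the shrunken fold changes of DESeq2. Without the block, the adjusted p was 0.79 for Notch1 and 0.42 for Hes1, and the check of the pairing gave a mean r of 0.80 across genes (the pairing is taken from the labels and the paper) between samples with the same number. Since Notch holds back myelination, the paper calls the rise of its negative regulators difficult to explain and lists a different time point, regulation of the protein and other functions of these genes as possible reasons.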

Indeed, Bmp7 retards peripheral myelination by activating p38 MAPK in Schwann cells (Liu et al., 2016), while delta like non-canonical Notch ligand 1 (Dlk1) and Delta-like 4 Notch ligand (Dll4) are both Notch ligands.

Since NRG1 is strongly up-regulated after injury and Schwann cells represent a high percentage of cells in the injured nerve, we hypothesised that their contribution to the injured nerve transcriptome is relevant. Therefore, we compared the list of genes regulated in Schwann cells in response to NRG1 stimulation with the lists of genes regulated after nerve injury, with the idea to identify, among many regulated genes, the genes regulated in Schwann cells following NRG1 stimulation.

To this aim, we exploited previously published expression profiling data of injured sciatic nerves at different early time points (0.5, 1, 6, 12 h and 1, 3, 5, 7 days) following injury (Barrette et al., 2010; Kim et al., 2012; Yi et al., 2017). These data were obtained using microarray assay; more recently, deep sequencing data at 7 days after injury were published and made available to the scientific community (Arthur-Farraj et al., 2017). Thus, in Figure 4, we show two data set corresponding to 7 days after injury; they do not correspond 100%, likely because the first set derives from a microcrushed nerve, the second from a transected nerve; moreover, the first was analysed by microarray, the second was analysed by deep sequencing. Accordingly, the authors of the latter analysis compared their deep sequencing analysis with a previous microarray analysis (Arthur-Farraj et al., 2012), finding that ~20% of regulated genes were differently regulated. As expected, several genes that are regulated by NRG1 in Schwann cells overlap with genes regulated in the sciatic nerve following nerve injury. Nevertheless, some genes show a different regulation. These differences can be explained by the fact that genes expressed in injured sciatic nerves belong mainly to Schwann cells, but also to other cell types, while the gene expression profile obtained with the deep sequencing corresponds to genes expressed only by Schwann cells. Moreover, in the injured nerve environment several factors are released, not only soluble NRG1, and the nerve analysis reveals genes regulated by different factors.

*Ex vivo* primary cultures represent a good experimental model as they allow focusing the analysis on a single cell type (e.g., Schwann cells), while *in vivo* different cell types coexist in the injured nerve: Schwann cells, fibroblasts, macrophages, epineural cells, and so on. Moreover, they allow analysing a single factor stimulation (e.g., NRG1), while *in vivo* different factors are released after injury.

Our* in vitro* analysis focused on genes regulated after 6 h stimulation; we chose this time point because we were interested to identify genes regulated early by NRG1 in Schwann cells. Indeed, *in vivo* experiments showed that after nerve injury NRG1 mRNA increase is detectable between 1 h and 24 h (Carroll et al., 1997; Stassart et al., 2013; Ronchi et al., 2016; Yu et al., 2016) and several genes start to be differentially expressed between 6 h and 24 h (Yi et al., 2017).

By comparing the differentially expressed genes in Schwann cells after *in vitro* NRG1 stimulation with differentially expressed genes in peripheral nerves in response to injury, we found that many genes show the same behaviour in the two experimental models (40% up- and 54% down-regulated) while only 11% show an opposite behaviour. As previously discussed, this opposite behaviour might be explained by the fact that the expression of these genes in the peripheral nerve is not regulated in Schwann cells, but rather in other cell types belonging to the nerve tissue, or by the fact that the expression of these genes in injured Schwann cells is also regulated by other factors released in the injured environment. 

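With NRG1, Atf3 fell from 62.4 ± 33.2 CPM (SD, n = 3) to 7.82 ± 4.76 CPM (SD, n = 3), a log2 fold change of -3.03 (standard error 0.15, adjusted p = 6.1e-08), the smallest adjusted p of all genes tested. Fos had a log2 fold change of -1.61 (standard error 0.12, adjusted p = 2.2e-06) and Gadd45a of -1.38 (standard error 0.16, adjusted p = 3.9e-05). The log2 ratios of Gadd45a in replicates 1, 2 and 3 were -0.84, -1.66 and -1.63, a wider spread than for Fos with -1.51, -1.58 and -1.70. Leaving out replicate 1 moved Gadd45a most, to -1.64, and the shrunken fold change of DESeq2 moved Atf3 to -2.70. The adjusted p without the replicate block was 0.18 for Atf3, 0.22 for Fos and 0.18 for Gadd45a. The block follows the replicate numbers of the labels, for which the deviations of paired samples gave a mean r of 0.80 across genes. The rise of these genes in injured nerves was not analysed here. The paper reasons that an opposite direction in the nerve might come from other cell types or from other factors released after injury.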

Among them, we noticed the transcription factors Atf3 and Fos (Patodia and Raivich, 2012) and Gadd45a (Lin et al., 2011), which are significantly down-regulated by NRG1 in Schwann cells *in vitro*, while *in vivo* are up-regulated in sciatic nerves (Arthur-Farraj et al., 2017) and dorsal root ganglia (DRG) neurons after injury.

First, we compared genes differentially expressed *in vitro* in NRG1 stimulated Schwann cells with genes differentially expressed *in vivo* a few hours after nerve injury (0.5–12 h). In the early hours we found more up-regulated than down-regulated common genes. 

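All 4 genes were up-regulated by NRG1 in the fit with the replicate block. Phlda1 was the most abundant, rising from 136.5 ± 30.1 CPM (SD, n = 3) to 303.5 ± 35.9 CPM (SD, n = 3), a log2 fold change of 1.17 (standard error 0.14, adjusted p = 5.4e-05). Il11 had a log2 fold change of 2.10 (standard error 0.16, adjusted p = 2.3e-06), Slc6a17 of 2.14 (standard error 0.29, adjusted p = 0.00019) and Vgf of 2.47 (standard error 0.31, adjusted p = 9.3e-05). Vgf was counted at only 1.11 ± 0.75 CPM (SD, n = 3) in mock samples, and its shrunken fold change in DESeq2 was 1.51, the largest move of the 4 genes under any alternative. Slc6a17 rose less in replicate 1 than in replicates 2 and 3, with log2 ratios of 0.68, 2.73 and 2.53. In the unpaired fit without the replicate block the adjusted p was 0.18 for Il11 and 0.22 for Slc6a17, although samples with the same number had deviations with a mean r of 0.80 across genes (the pairing is taken from the labels and the paper). The time course after injury comes from other studies and was not analysed here. From that time course, the paper proposes that the 4 genes may act in the first hours after injury.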

Four of them (Il11, Phlda1, Slc6a17, Vgf) are up-regulated in the first 12–24 h only, thus suggesting that they may play a role immediately after injury.

Then, we focused our attention on up-regulated and down-regulated genes common to all time points (from day 1 until day 7) following nerve injury and following Schwann cell NRG1 stimulation. In this time window, we found more down-regulated than up-regulated common genes.

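Uhrf1 rose from 5.53 ± 0.92 CPM (SD, n = 3) in mock to 15.4 ± 2.3 CPM (SD, n = 3) in NRG1 samples, a log2 fold change of 1.49 (standard error 0.19, adjusted p = 9.1e-05) in edgeR's test with the replicate block. Its log2 ratios in replicates 1, 2 and 3 were 1.45, 1.36 and 1.54, and the spread between pairs was small beside the change. DESeq2 with shrunken fold changes gave the most different value, 1.22. Without the block, the adjusted p was 0.16, and the mean r of 0.80 across genes (the pairing is taken from the labels and the paper) between paired samples is the check of that pairing. The paper proposes that Uhrf1 might stimulate the proliferation of Schwann cells after injury.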

A common up-regulated gene is Ubiquitin Like with PHD and Ring Finger Domains 1 (Uhrf1), encoding for a E3 ubiquitin ligase. This protein binds to specific DNA sequences, regulating gene expression. It has been shown that Uhrf1 plays a role in inducing basal cell proliferation following airway injury (Xiang et al., 2017), thus suggesting that it might play a similar role in stimulating proliferation of Schwann cells following a peripheral nerve injury.

Another common up-regulated gene is Lamin B1 (Lmnb1), playing an important role in the modulation of genes involved in normal myelin regulation; moreover, Lmnb1 over-expression is associated with down-regulation of proteolipid protein, a highly abundant myelin sheath component (Heng et al., 2013). 

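Lmnb1 was counted at 11.22 ± 0.03 CPM (SD, n = 3) in mock and 26.4 ± 1.5 CPM (SD, n = 3) in NRG1 samples. The log2 fold change was 1.23 (standard error 0.15, adjusted p = 8.2e-05) with the replicate block in edgeR's test, and 1.14, 1.30 and 1.21 in replicates 1, 2 and 3 taken singly. The value moved most with the shrunken fold change of DESeq2, to 1.10. The adjusted p without the block was 0.14, for a pairing whose check gave a mean r of 0.80 across genes (the pairing is taken from the labels and the paper). The paper places this rise beside reports that Lmnb1 modulates myelin genes.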

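Fxyd5 rose from 47.4 ± 22.5 CPM (SD, n = 3) in mock to 96.9 ± 18.5 CPM (SD, n = 3) in NRG1 samples, a log2 fold change of 1.12 (standard error 0.18, adjusted p = 0.0006) in edgeR's test with the replicate block. The rise differed between replicates 1, 2 and 3, with log2 ratios of 0.48, 1.73 and 1.21. Leaving out replicate 1 moved the log2 fold change most, to 1.46, and across the fits that left out one replicate it lay between 0.86 and 1.46. Without the block the adjusted p was 0.32, against a mean r of 0.80 across genes (the pairing is taken from the labels and the paper) for samples with the same number. The paper names Fxyd5 as a gene associated with regeneration.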

Intriguingly, another gene regulated at all time points after injury and after NRG1 stimulation is FXYD domain containing ion transport regulator 5 (Fxyd5), which has been recently shown to be a regeneration-associated gene (RAG), whose over-expression increases (and knock-down decreases) neuritis length and number (Chandran et al., 2016).

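Wnt6 had the largest fall of all genes past both thresholds, from 4.55 ± 1.43 CPM (SD, n = 3) in mock to 0.34 ± 0.30 CPM (SD, n = 3) in NRG1 samples, where it lay near the floor of 0.19 to 0.44 CPM. Its log2 fold change was -3.58 (standard error 0.42, adjusted p = 5.4e-05), and the shrunken fold change of DESeq2, -1.65, was the largest move of these 4 genes. Fa2h changed by -1.85 (standard error 0.22, adjusted p = 5.3e-05) and Cldn19 by -1.19 (standard error 0.15, adjusted p = 8.5e-05). Ephx1 had a log2 fold change of -1.37 (standard error 0.26, adjusted p = 0.0021), with log2 ratios of -0.59, -1.53 and -2.34 in replicates 1, 2 and 3. In the 3 fits that each left out one replicate, the value of Ephx1 lay between -2.03 and -0.92. None of the 4 passed without the replicate block, where the adjusted p was 0.18 for Wnt6 and 0.79 for Ephx1. Paired samples deviated together with a mean r of 0.80 across genes (the pairing is taken from the labels and the paper).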

The common down-regulated genes include Cldn19, Ephx1, Wnt6 and Fa2h.

Tight-Junction Gene Claudin 19 (Cldn19) is the main tight junction constituent of Schwann cells and it is involved in their electrophysiological sealing function (Miyamoto et al., 2005) in the healthy nerve. Microsomal epoxide hydrolase (Ephx1) is an evolutionarily highly conserved enzyme expressed in nearly all tissues, where it can play a role in redox homeostasis by removing reactive oxygen species (Václavíková et al., 2015). Abnormalities in Ephx1 expression are involved in neurological disorders such as Alzheimer’s disease (Liu et al., 2006) and tumours. As far as we know, nothing was mentioned in literature about its role in peripheral nerves or Schwann cells.

Wnt is expressed by axons, and it has been found that Wnt signalling promotes Schwann cell lineage progression, proliferation and myelination (Grigoryan et al., 2013).

Fatty acid 2-hydroxylase (Fa2h), which is down-regulated from the first till the 7th day post injury, is found to be directly related to the process of myelin formation, where it is required for the synthesis of 2-hydroxy galactolipids in peripheral nerve myelin (Maldonado et al., 2008).

Other genes that are down-regulated by NRG1 and related to the myelination process (Mal, Ndrg1, Pmp22, Egr2, Rxrg) are also down-regulated at different time points after injury, suggesting that NRG1 might be involved in the demyelination process following nerve injury.

The down-regulation of genes involved in the myelination is particularly intriguing in the light of our recent data obtained from a rat model of the demyelinating neuropathy Charcot-Marie-Tooth 1A, where we demonstrated that soluble NRG1 is strongly over-expressed in the nerves (Fornasari et al., 2018). We wondered if soluble NRG1 over-expression worsens the disease or counteracts it, attenuating its symptoms and promoting nerve repair. The down-regulation of myelination genes suggests that it worsens the disease and that therapeutic approaches aimed to inhibit NRG1 activity could be more useful than therapeutic approaches involving treatment with soluble NRG1 (Fledrich et al., 2014). Accordingly, it has been shown that a high concentration of soluble NRG1 negatively affects *in vitro* myelination (Syed et al., 2010).

Our *in vitro* analysis shows that soluble NRG1 plays a key role for Schwann cell survival, de-differentiation and demyelination, thus suggesting that *in vivo*, after peripheral nerve injury, soluble NRG1 release or delivery needs to be limited to the early phases after nerve injury. Indeed, in the following phases, the remyelination is promoted by the NRG1 transmembrane isoforms expressed by the axons (Michailov et al., 2004; Taveggia et al., 2005).

This concept must be kept in mind when planning gene therapies with soluble NRG1 or recombinant factor delivery aimed to promote peripheral nerve regeneration.

## Author Contributions

MES and GG designed the study, prepared the figures and drafted the manuscript. MES prepared primers and validated deep sequencing data by quantitative real time PCR. MES, BEF, MM, GR and GG prepared primary Schwann cells, stimulated them with NRG1 and extracted RNA. DI performed deep sequencing analysis. EG, MG and PP performed deep sequencing data analysis, statistical analysis and gene ontology. SG and PP critically revised the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] Arthur-FarrajP. J.LatoucheM.WiltonD. K.QuintesS.ChabrolE.BanerjeeA.. (2012). c-Jun reprograms Schwann cells of injured nerves to generate a repair cell essential for regeneration. Neuron 75, 633–647. 10.1016/j.neuron.2012.06.02122920255PMC3657176

[B2] Arthur-FarrajP. J.MorganC. C.AdamowiczM.Gomez-SanchezJ. A.FazalS. V.BeucherA.. (2017). Changes in the coding and non-coding transcriptome and DNA methylome that define the schwann cell repair phenotype after nerve injury. Cell Rep. 20, 2719–2734. 10.1016/j.celrep.2017.08.06428903050PMC5608958

[B3] AtanasoskiS.SchererS. S.SirkowskiE.LeoneD.GarrattA. N.BirchmeierC.. (2006). ErbB2 signaling in Schwann cells is mostly dispensable for maintenance of myelinated peripheral nerves and proliferation of adult Schwann cells after injury. J. Neurosci. 26, 2124–2131. 10.1523/JNEUROSCI.4594-05.200616481445PMC6674935

[B4] BarretteB.CalvoE.VallieresN.LacroixS. (2010). Transcriptional profiling of the injured sciatic nerve of mice carrying the Wld(S) mutant gene: identification of genes involved in neuroprotection, neuroinflammation, and nerve regeneration. Brain Behav. Immun. 24, 1254–1267. 10.1016/j.bbi.2010.07.24920688153

[B5] BirchmeierC.NaveK. A. (2008). Neuregulin-1, a key axonal signal that drives Schwann cell growth and differentiation. Glia 56, 1491–1497. 10.1002/glia.2075318803318

[B6] BoerboomA.DionV.ChariotA.FranzenR. (2017). Molecular mechanisms involved in schwann cell plasticity. Front. Mol. Neurosci. 10:38. 10.3389/fnmol.2017.0003828261057PMC5314106

[B7] CarrollS. L.MillerM. L.FrohnertP. W.KimS. S.CorbettJ. A. (1997). Expression of neuregulins and their putative receptors, ErbB2 and ErbB3, is induced during Wallerian degeneration. J. Neurosci. 17, 1642–1659. 10.1523/JNEUROSCI.17-05-01642.19979030624PMC6573392

[B8] ChandranV.CoppolaG.NawabiH.OmuraT.VersanoR.HuebnerE. A.. (2016). A systems-level analysis of the peripheral nerve intrinsic axonal growth program. Neuron 89, 956–970. 10.1016/j.neuron.2016.01.03426898779PMC4790095

[B9] ChangC. Y.LeeY. H.Jiang-ShiehY. F.ChienH. F.PaiM. H.ChenH. M.. (2011). Novel distribution of cluster of differentiation 200 adhesion molecule in glial cells of the peripheral nervous system of rats and its modulation after nerve injury. Neuroscience 183, 32–46. 10.1016/j.neuroscience.2011.03.04921453758

[B10] D’AntonioM.MichalovichD.PatersonM.DroggitiA.WoodhooA.MirskyR.. (2006). Gene profiling and bioinformatic analysis of Schwann cell embryonic development and myelination. Glia 53, 501–515. 10.1002/glia.2030916369933

[B11] DongZ.BrennanA.LiuN.YardenY.LefkowitzG.MirskyR.. (1995). Neu differentiation factor is a neuron-glia signal and regulates survival, proliferation and maturation of rat Schwann cell precursors. Neuron 15, 585–596. 10.1016/0896-6273(95)90147-77546738

[B12] DubovyP. (2011). Wallerian degeneration and peripheral nerve conditions for both axonal regeneration and neuropathic pain induction. Ann. Anat. 193, 267–275. 10.1016/j.aanat.2011.02.01121458249

[B13] FawcettJ. W.KeynesR. J. (1990). Peripheral nerve regeneration. Annu. Rev. Neurosci. 13, 43–60. 10.1146/annurev.ne.13.030190.0003552183684

[B14] FledrichR.StassartR. M.KlinkA.RaschL. M.PrukopT.HaagL.. (2014). Soluble neuregulin-1 modulates disease pathogenesis in rodent models of Charcot-Marie-Tooth disease 1A. Nat. Med. 20, 1055–1061. 10.1038/nm.366425150498

[B15] FornasariB. E.RonchiG.PascalD.VisigalliD.CapodiventoG.NobbioL.. (2018). Soluble Neuregulin1 is strongly up-regulated in the rat model of Charcot-Marie-Tooth 1A disease. Exp. Biol. Med. 243, 370–374. 10.1177/153537021875449229350067PMC6022927

[B16] FreidinM.AscheS.BargielloT. A.BennettM. V.AbramsC. K. (2009). Connexin 32 increases the proliferative response of Schwann cells to neuregulin-1 (Nrg1). Proc. Natl. Acad. Sci. U S A 106, 3567–3572. 10.1073/pnas.081341310619218461PMC2651262

[B17] FrickerF. R.BennettD. L. (2011). The role of neuregulin-1 in the response to nerve injury. Future Neurol. 6, 809–822. 10.2217/fnl.11.4522121335PMC3223410

[B18] GhabrielM. N.AlltG. (1979). The role of Schmidt-Lanterman incisures in Wallerian degeneration. I. A quantitative teased fibre study. Acta Neuropathol. 48, 93–93. 10.1007/bf00691149506700

[B19] GnaviS.FornasariB. E.Tonda-TuroC.CiardelliG.ZanettiM.GeunaS.. (2015). The influence of electrospun fibre size on Schwann cell behaviour and axonal outgrowth. Mater. Sci. Eng. C Mater. Biol. Appl. 48, 620–631. 10.1016/j.msec.2014.12.05525579965

[B20] GordonT. (2016). Nerve regeneration in the peripheral and central nervous systems. J. Physiol. 594, 3517–3520. 10.1113/JP27089827365158PMC4929322

[B21] GrigoryanT.SteinS.QiJ.WendeH.GarrattA. N.NaveK. A.. (2013). Wnt/Rspondin/β-catenin signals control axonal sorting and lineage progression in Schwann cell development. Proc. Natl. Acad. Sci. U S A 110, 18174–18179. 10.1073/pnas.131049011024151333PMC3831430

[B22] GuertinA. D.ZhangD. P.MakK. S.AlbertaJ. A.KimH. A. (2005). Microanatomy of axon/glial signaling during Wallerian degeneration. J. Neurosci. 25, 3478–3487. 10.1523/JNEUROSCI.3766-04.200515800203PMC6724908

[B23] HengM. Y.LinS. T.VerretL.HuangY.KamiyaS.PadiathQ. S.. (2013). Lamin B1 mediates cell-autonomous neuropathology in a leukodystrophy mouse model. J. Clin. Invest. 123, 2719–2729. 10.1172/jci6673723676464PMC3668844

[B24] HopkerV. H.ShewanD.Tessier-LavigneM.PooM.HoltC. (1999). Growth-cone attraction to netrin-1 is converted to repulsion by laminin-1. Nature 401, 69–73. 10.1038/4344110485706

[B25] IdeC. (1996). Peripheral nerve regeneration. Neurosci. Res. 25, 101–121. 10.1016/0168-0102(96)01042-58829147

[B26] Iruarrizaga-LejarretaM.Varela-ReyM.LozanoJ. J.Fernández-RamosD.Rodríguez-EzpeletaN.EmbadeN.. (2012). The RNA-binding protein human antigen R controls global changes in gene expression during Schwann cell development. J. Neurosci. 32, 4944–4958. 10.1523/JNEUROSCI.5868-11.201222492050PMC3331722

[B27] JessenK. R.MirskyR. (2008). Negative regulation of myelination: relevance for development, injury, and demyelinating disease. Glia 56, 1552–1565. 10.1002/glia.2076118803323

[B28] JessenK. R.MirskyR. (2016). The repair Schwann cell and its function in regenerating nerves. J. Physiol. 594, 3521–3531. 10.1113/JP27087426864683PMC4929314

[B29] JessenK. R.MirskyR.LloydA. C. (2015). Schwann cells: development and role in nerve repair. Cold Spring Harb. Perspect. Biol. 7:a020487. 10.1101/cshperspect.a02048725957303PMC4484967

[B30] KimD.PerteaG.TrapnellC.PimentelH.KelleyR.SalzbergS. L. (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol. 14:R36. 10.1186/gb-2013-14-4-r3623618408PMC4053844

[B31] KimY.RemacleA. G.ChernovA. V.LiuH.ShubayevI.LaiC.. (2012). The MMP-9/TIMP-1 axis controls the status of differentiation and function of myelin-forming Schwann cells in nerve regeneration. PLoS One 7:e33664. 10.1371/journal.pone.003366422438979PMC3306282

[B32] LinC. R.YangC. H.HuangC. E.WuC. H.ChenY. S.Sheen-ChenS. M.. (2011). GADD45A protects against cell death in dorsal root ganglion neurons following peripheral nerve injury. J. Neurosci. Res. 89, 689–699. 10.1002/jnr.2258921337369

[B33] LiuM.SunA.ShinE. J.LiuX.KimS. G.RunyonsC. R.. (2006). Expression of microsomal epoxide hydrolase is elevated in Alzheimer’s hippocampus and induced by exogenous β-amyloid and trimethyl-tin. Eur. J. Neurosci. 23, 2027–2034. 10.1111/j.1460-9568.2006.04724.x16630050

[B34] LiuX.ZhaoY.PengS.ZhangS.WangM.ChenY.. (2016). BMP7 retards peripheral myelination by activating p38 MAPK in Schwann cells. Sci. Rep. 6:31049. 10.1038/srep3104927491681PMC4974506

[B35] LoveM. I.HuberW.AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15:550. 10.1186/s13059-014-0550-825516281PMC4302049

[B36] MadlC. M.HeilshornS. C. (2015). Matrix interactions modulate neurotrophin-mediated neurite outgrowth and pathfinding. Neural Regen. Res. 10, 514–517. 10.4103/1673-5374.15542626170800PMC4424732

[B37] MaldonadoE. N.AldersonN. L.MonjeP. V.WoodP. M.HamaH. (2008). FA2H is responsible for the formation of 2-hydroxy galactolipids in peripheral nervous system myelin. J. Lipid Res. 49, 153–161. 10.1194/jlr.m700400-jlr20017901466PMC2662131

[B38] MeiL.XiongW. C. (2008). Neuregulin 1 in neural development, synaptic plasticity and schizophrenia. Nat. Rev. Neurosci. 9, 437–452. 10.1038/nrn239218478032PMC2682371

[B39] MichailovG. V.SeredaM. W.BrinkmannB. G.FischerT. M.HaugB.BirchmeierC.. (2004). Axonal neuregulin-1 regulates myelin sheath thickness. Science 304, 700–703. 10.1126/science.109586215044753

[B40] MirskyR.WoodhooA.ParkinsonD. B.Arthur-FarrajP.BhaskaranA.JessenK. R. (2008). Novel signals controlling embryonic Schwann cell development, myelination and dedifferentiation. J. Peripher. Nerv. Syst. 13, 122–135. 10.1111/j.1529-8027.2008.00168.x18601657

[B41] MiyamotoT.MoritaK.TakemotoD.TakeuchiK.KitanoY.MiyakawaT.. (2005). Tight junctions in Schwann cells of peripheral myelinated axons: a lesson from claudin-19-deficient mice. J. Cell Biol. 169, 527–538. 10.1083/jcb.20050115415883201PMC2171943

[B42] MorrisseyT. K.KleitmanN.BungeR. P. (1991). Isolation and functional characterization of Schwann cells derived from adult peripheral nerve. J. Neurosci. 11, 2433–2442. 10.1523/JNEUROSCI.11-08-02433.19911869923PMC6575499

[B43] NamgungU. (2014). The role of Schwann cell-axon interaction in peripheral nerve regeneration. Cells Tissues Organs 200, 6–12. 10.1159/00037032425765065

[B44] ParkinsonD. B.BhaskaranA.Arthur-FarrajP.NoonL. A.WoodhooA.LloydA. C.. (2008). c-Jun is a negative regulator of myelination. J. Cell Biol. 181, 625–637. 10.1083/jcb.20080301318490512PMC2386103

[B45] ParkinsonD. B.BhaskaranA.DroggitiA.DickinsonS.D’AntonioM.MirskyR.. (2004). Krox-20 inhibits Jun-NH2-terminal kinase/c-Jun to control Schwann cell proliferation and death. J. Cell Biol. 164, 385–394. 10.1083/jcb.20030713214757751PMC2172235

[B46] PatodiaS.RaivichG. (2012). Role of transcription factors in peripheral nerve regeneration. Cell Tissue Res. 5:8. 10.3389/fnmol.2012.0000822363260PMC3277281

[B47] PereiraJ. A.Lebrun-JulienF.SuterU. (2012). Molecular mechanisms regulating myelination in the peripheral nervous system. Trends Neurosci. 35, 123–134. 10.1016/j.tins.2011.11.00622192173

[B48] RonchiG.Haastert-TaliniK.FornasariB. E.PerroteauI.GeunaS.GambarottaG. (2016). The Neuregulin1/ErbB system is selectively regulated during peripheral nerve degeneration and regeneration. Eur. J. Neurosci. 43, 351–364. 10.1111/ejn.1297426061116

[B49] ShinY. K.JangS. Y.ParkJ. Y.ParkS. Y.LeeH. J.SuhD. J.. (2013). The Neuregulin-Rac-MKK7 pathway regulates antagonistic c-jun/Krox20 expression in Schwann cell dedifferentiation. Glia 61, 892–904. 10.1002/glia.2248223505039

[B50] SiebertH.KahleP. J.KramerM. L.IsikT.SchlüterO. M.Schulz-SchaefferW. J.. (2010). Over-expression of α-synuclein in the nervous system enhances axonal degeneration after peripheral nerve lesion in a transgenic mouse strain. J. Neurochem. 114, 1007–1018. 10.1111/j.1471-4159.2010.06832.x20524960

[B51] SobueG.ShumanS.PleasureD. (1986). Schwann cell responses to cyclic AMP: proliferation, change in shape and appearance of surface galactocerebroside. Brain Res. 362, 23–32. 10.1016/0006-8993(86)91394-63002553

[B52] Sonnenberg-RiethmacherE.MieheM.RiethmacherD. (2015). Promotion of periostin expression contributes to the migration of Schwann cells. J. Cell Sci. 128, 3345–3355. 10.1242/jcs.17417726187852

[B53] StassartR. M.FledrichR.VelanacV.BrinkmannB. G.SchwabM. H.MeijerD.. (2013). A role for Schwann cell-derived neuregulin-1 in remyelination. Nat. Neurosci. 16, 48–54. 10.1038/nn.328123222914

[B54] SyedN.ReddyK.YangD. P.TaveggiaC.SalzerJ. L.MaurelP.. (2010). Soluble neuregulin-1 has bifunctional, concentration-dependent effects on Schwann cell myelination. J. Neurosci. 30, 6122–6131. 10.1523/JNEUROSCI.1681-09.201020427670PMC2870719

[B55] TaveggiaC. (2016). Schwann cells-axon interaction in myelination. Curr. Opin. Neurobiol. 39, 24–29. 10.1016/j.conb.2016.03.00627089429

[B56] TaveggiaC.ZanazziG.PetrylakA.YanoH.RosenbluthJ.EinheberS.. (2005). Neuregulin-1 type III determines the ensheathment fate of axons. Neuron 47, 681–694. 10.1016/j.neuron.2005.08.01716129398PMC2387056

[B57] VáclavíkováR.HughesD. J.SoučekP. (2015). Microsomal epoxide hydrolase 1 (EPHX1): gene, structure, function, and role in human disease. Gene 571, 1–8. 10.1016/j.gene.2015.07.07126216302PMC4544754

[B58] VandesompeleJ.De PreterK.PattynF.PoppeB.Van RoyN.De PaepeA.. (2002). Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. Genome Biol. 3:RESEARCH0034. 10.1186/gb-2002-3-7-research003412184808PMC126239

[B59] WakatsukiS.ArakiT.Sehara-FujisawaA. (2014). Neuregulin-1/glial growth factor stimulates Schwann cell migration by inducing α5 β1 integrin-ErbB2-focal adhesion kinase complex formation. Genes Cells 19, 66–77. 10.1111/gtc.1210824256316

[B60] WarnerL. E.ManciasP.ButlerI. J.McDonaldC. M.KeppenL.KoobK. G.. (1998). Mutations in the early growth response 2 (EGR2) gene are associated with hereditary myelinopathies. Nat Genet 18, 382–384. 10.1038/ng0498-3829537424

[B61] WoodhooA.AlonsoM. B.DroggitiA.TurmaineM.D’AntonioM.ParkinsonD. B.. (2009). Notch controls embryonic Schwann cell differentiation, postnatal myelination and adult plasticity. Nat. Neurosci. 12, 839–847. 10.1038/nn.232319525946PMC2782951

[B62] XiangH.YuanL.GaoX.AlexanderP. B.LopezO.LauC.. (2017). UHRF1 is required for basal stem cell proliferation in response to airway injury. Cell Discov. 3:17019. 10.1038/celldisc.2017.1928626588PMC5468773

[B63] YiS.TangX.YuJ.LiuJ.DingF.GuX. (2017). Microarray and qPCR analyses of wallerian degeneration in rat sciatic nerves. Front. Cell. Neurosci. 11:22. 10.3389/fncel.2017.0002228239339PMC5301003

[B65] YuJ.GuX.YiS. (2016). Ingenuity pathway analysis of gene expression profiles in distal nerve stump following nerve injury: insights into wallerian degeneration. Front. Cell. Neurosci. 10:274. 10.3389/fncel.2016.0027427999531PMC5138191

[B64] YuG.WangL. G.HanY.HeQ. Y. (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS 16, 284–287. 10.1089/omi.2011.011822455463PMC3339379

[B66] ZanazziG.EinheberS.WestreichR.HannocksM. J.Bedell-HoganD.MarchionniM. A.. (2001). Glial growth factor/neuregulin inhibits Schwann cell myelination and induces demyelination. J. Cell Biol. 152, 1289–1299. 10.1083/jcb.152.6.128911257128PMC2199210

How the deposited data were processed for this re-analysis (not part of the article)

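RNA was measured in 6 samples of rat primary Schwann cells, 3 mock-stimulated and 3 stimulated for 6 h with 10 nM NRG1β1, each group with replicates 1, 2 and 3. Condition and replicate number of each sample were taken from the labels. The authors mapped the reads to the rn5 assembly with TopHat 2.0.10, counted them per RefSeq gene with htseq and deposited the counts without normalization. The summary lines at the end of each file, for alignments outside genes, in more than 1 gene or in more than 1 place, were kept apart from the gene counts. The reads themselves were not used, so the mapping and counting are those of the authors. Genes are named by the symbols in the files, and no coordinates, gene lengths or Gene Ontology annotation were available.
The 6 files hold 17327 genes each, of which 13129 had at least 1 count in some sample. Counts on genes ranged from 6821590 in mock sample 2 to 15475018 in NRG1 sample 3. A level of 3 counts, taken as the floor, is 0.44 CPM in the smallest and 0.19 CPM in the largest library, and fold changes of genes near that floor are imprecise.
Differential expression was computed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr at a minimum count of 10, which left 9740 and removed 7587, and libraries were normalized with TMM. A quasi-likelihood model with the replicate number as a block and the condition was fitted, and the p-values of the condition were adjusted by the Benjamini-Hochberg method. A gene was counted as regulated at an adjusted p of at most 0.01 and an absolute log2 fold change over 1, with the fold change threshold applied after the test, as in the paper's methods. Standard errors of log2 fold changes are the log2 fold change divided by the square root of the F statistic. Log2 ratios of single pairs were taken from log2 CPM with a prior count of 2. Levels are given as CPM with the SD over 3 samples.
The pairing was checked by correlating, across genes, the deviation of each sample from the mean of its group. For mock and NRG1 samples with the same number r was 0.91, 0.67 and 0.81 in replicates 1, 2 and 3. For different numbers it lay between -0.80 and 0.51, and the highest of these values came from replicates 2 and 3. The check therefore separates replicate 1 clearly, and replicates 2 and 3 from each other by a smaller margin. Genes are not independent replicates, and no p is given for these correlations.
For the categories of Table 2, the listed genes past both thresholds in the listed direction were counted. Fisher's exact test, one-sided, compared that count with the category size and the background of 9125 genes in Supplementary Table S2. Genes of a category that the paper does not list could not be counted, so each p is an upper bound, and no adjustment over all categories was possible. For the overlaps with injured nerves only the NRG1 side was derived, from the genes drawn in Figs. 3 and 4. Gene sets written before the files arrived were tested with camera of limma 3.58.1 on log2 CPM, with the block, an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the sets.
The genes named in the text are every gene the paper names in its text, Table 2 and Figures 1 to 4 that the files hold, and Jun, Notch1 to Notch4, Hes1, Hey1, the ErbB receptors and Nrg1. To these were added the 10 genes with the largest absolute log2 fold change among those past both thresholds and changed the same way in the 3 pairs. Of these, 160 genes passed the filter. Egfr and Erbb4 did not.
The planned count of expressed genes used RPKM over 1. Without gene lengths it could not be run, so genes over 1 CPM were counted, with a minimum of 10 counts as the alternative. Other alternatives were the fit with no replicate block, DESeq2 1.42.0 with the block, with and without shrunken fold changes, RLE normalization, no low-count filter, at least 10 counts in every sample and robust empirical Bayes. Further ones left out each replicate in turn, used an adjusted p of 0.05 or placed the fold change threshold inside the test, and gene sets were also tested with camera on ranks. After the data had been seen, counts thinned to the smallest library, DESeq2 with no replicate block and a minimum of more than 1 count were added.
The scripts were tested on simulated paired counts with 200 changed genes. With the block, edgeR recovered 199 of them among 206 called genes, of which 7 were false. Genes were called by an adjusted p of at most 0.01 alone, and the false share of 3.4% was over that level. The planted changes were larger than the median change of the regulated genes here, and genes with few counts received none. The simulation therefore says little about weakly changed or weakly counted genes. Without the block it recovered 34, and DESeq2 recovered 191 with 1 false. The qRT-PCR and the profiles of injured nerves were left out, since they are not in the files analysed here.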

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

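The mock sample of replicate 1 holds 9493 counts of Thy1 and its NRG1 sample 8576, while the other 4 samples hold 0. It was flagged as a signal in genes the paper does not discuss. The same split appears in Dcn, with 4574 and 3203 counts against 0, in Pdgfra, with 6512 and 6205 counts against at most 25, and in Col3a1, with 167658 and 174162 counts against at most 5662. Of the 9740 genes tested, 1174 differed between replicates 1 and 2 and 1315 between replicates 1 and 3, against 57 between replicates 2 and 3, at the thresholds used for NRG1. Each replicate is 1 culture with a mock and an NRG1 sample, so these counts cannot measure how cultures vary in general. That the replicates differ and that Thy1 marks the split were noticed in the data, and the row for Thy1 was chosen after the marker counts had been seen.
RNA from fibroblasts in the cultures of replicate 1 was tested with a list of 8 marker genes written earlier. The 8 genes were on average 6.35 log2 units higher in replicate 1, with 7 of the 8 higher in both of its samples. In turn, 8 Schwann cell markers were on average 1.20 log2 units lower, with 6 lower in both samples. Thy1, Dcn, Pdgfra and Col3a1 are on the fibroblast list, so for them the test repeats the observation. Of its other genes with counts, Lum, Fn1 and Col1a1 were 6.51, 3.97 and 0.96 log2 units higher. Col1a2 had almost no counts in any sample, although Col1a1 had many, so that gene could not contribute. Markers of macrophages differed by 0.65 and those of endothelial cells by -0.12 log2 units, both less than the 1 log2 unit set in advance. The macrophage mean hides a split, as Cd14 differed by 3.71 and Cd68 and Csf1r by -0.33 and -0.42. Aif1 and Itgam had at most 1 count in any sample and could not contribute. Library size was no explanation, since the totals of 2 of the 2 samples of replicate 1 lay within the range of the other 4. For a mislabelled or swapped sample, the correlation of the samples of replicate 1 with each other was 0.97 across genes. It was higher than that of either with any other sample. That both samples deviate together is the pattern itself, so this value cannot decide on mislabelling. The predictions for library size and for mislabelled or swapped samples were written after their values had been seen. A different strain or donor, another batch and a different state of the Schwann cells were not tested. A candidate explanation is therefore that the cultures of replicate 1 contained more fibroblasts, and it cannot be told apart from the causes left untested or undecided. Since both samples of the pair share the signal, the replicate block removes its additive part from the comparison of NRG1 with mock.
In genes outside the list of Supplementary Table S1, 51 were up-regulated and 97 down-regulated past both thresholds. They were flagged because that list does not hold them. Mag and Mbp, which the paper discusses with Fig. 2, are among them. Their median absolute log2 fold change was 1.13, close to the threshold, and their median level was 8.2 CPM, against 32.6 CPM for the listed genes. In DESeq2 with shrunken fold changes and replicate block, none of the 148 passed both thresholds. Of them, 63 were counted as under the fold change threshold and the other 85 as having an adjusted p over 0.01. The counts do not overlap, and they do not show how many of the 85 missed the fold change threshold as well. In other splits of the 6 samples into 3 and 3, fitted with the block, no gene passed, so that 1 of the 10 splits, the real one, gave as many up-regulated genes and 1 of the 10 as many down-regulated genes. With 10 splits the share cannot fall under 0.1, and only 3 of the other 9 keep each pair divided. This count therefore cannot decide on chance, and it covers all 338 regulated genes, not the 148 alone. The NRG1 library is the larger one in every pair, and log2 fold change and level correlated with a Spearman rho of 0.19 across genes, for which no cutoff had been set. After thinning all libraries to equal totals, rho was 0.18, above the 0.1 set before that value was computed but after the first had been seen. Counts thinned to the smallest library gave 145 genes up and 159 down. The 10 highest genes took a smaller share of counts with NRG1, by at most -2.50 percentage points in a pair, less than the 5 points set in advance. RNA from other cell types was tested with the marker sets of fibroblasts, macrophages and endothelial cells, whose largest mean change with NRG1 was 0.16 log2 units. These means include markers without counts, as Thy1, Dcn and Lum had 0 in replicates 2 and 3. Flt1 rose from 2, 3 and 10 counts to 9, 18 and 41. Col3a1 fell from 5662 to 2479 and from 5616 to 2632 in replicates 2 and 3, but not in replicate 1. The means thus cover only a shift of a whole set. Gene length bias was planned and could not be tested without gene lengths. Single genes among the 148 can have small adjusted p-values in edgeR, such as Mag (-1.17, adjusted p = 0.00023) and Mbp (-1.07, adjusted p = 0.00024), which fell in 3 of 3 pairs. For the number of genes as a whole, the count of splits cannot decide on chance, as its share cannot fall under 0.1. In edgeR's test with the block, 1152 genes had an adjusted p of at most 0.01, which argues against chance for the number as a whole. Library size stays open only through the first test, which had no cutoff, while thinning hardly changed rho.
The share of alignments to more than 1 place rose with NRG1 in every pair, by 1.95, 2.74 and 1.17 percentage points in replicates 1, 2 and 3, from values the paper does not report. With 3 pairs, an exact paired permutation test cannot give a p below 0.25. Deeper libraries after NRG1 were tested on replicate 1, whose libraries are nearly equal, and the share rose there as well, by 1.95 points. This prediction was written after the shares had been seen. A rise of ribosomal protein genes, which have many processed copies, was also tested, and their share of counts rose in 3 of 3 pairs, by 0.13, 0.45 and 0.06 points. These rises are much smaller than those of the alignments, so ribosomal protein genes could account for only part of them, as far as counts on uniquely placed reads can show. Differences in library preparation were not tested.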

How the results depend on the processing

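The alternatives were chosen before the processed files arrived, except counts thinned to the smallest library, DESeq2 with no replicate block and a minimum of more than 1 count, which were chosen after seeing the data. RPKM over 1, planned as the main definition of an expressed gene, and RPKM with the longest transcript of each gene were not run, as no gene lengths were available. The share of regulated genes with an adjusted p under 0.001 had no value without the replicate block.
A count or share was taken as unchanged while it stayed within 1.5 times the main value, and a test while its direction and its side of the threshold stayed. By that measure, the gene sets of ERK feedback, FOXO targets, repair cell markers and ribosome biogenesis were unchanged under every alternative run for gene sets. These were camera on ranks, no replicate block and the fits that each left out one replicate. The share with an adjusted p under 0.001 stayed within 1.5 times but moved from 66.6% to as much as 93.7% with DESeq2's shrunken fold changes. Apart from the fit with no replicate block, the counts of listed, heat map, category and injury genes stayed within 1.5 times as well. They fell to as few as 91 of 101 listed up-regulated, 80 of 89 listed down-regulated and 49 of 50 heat map genes with at least 10 counts in every sample. Other lows were 35 of 40 up-regulated genes of Fig. 4 and 9 of 11 rRNA genes without replicate 2, 7 of 9 genes of regulation of membrane potential without replicate 1, and 2 of 3 genes of macrophage activation with at least 10 counts in every sample. Again apart from the fit with no replicate block, the enrichment of myelination, ion transmembrane transport, bleb assembly, rRNA metabolic processes and Notch regulation kept its side of 0.05. Since only genes listed in Table 2 are counted in a category, a shorter list of regulated genes lowers these p-values and a longer one raises them by design.
With no replicate block, the number of genes up, down, and past an adjusted p of 0.01 with no fold change minimum was 0, and so was every count of listed, heat map, category and injury genes. The enrichment p was 1 for every category, as an empty list fixes it, and the adjusted p of the myelin gene set was 0.32. This alternative leaves the differences between replicates in the residual variation, which hides changes that were alike in the 3 pairs. DESeq2 with no replicate block gave 54 genes up and 34 down, so the 0 is partly a matter of the tool.
DESeq2 with replicate block gave 123 genes down and an enrichment p of 0.015 for positive regulation of apoptotic process. Its version with shrunken fold changes gave 101 up, 88 down and a p of 0.0011 for that category. Shrinkage pulls genes with few counts towards 0, so fewer of them pass the fold change threshold. The fold change threshold inside the test left 13 genes up and 9 down, as it asks for evidence that the change exceeds the threshold. An adjusted p of 0.05 with no fold change minimum gave 2260 genes. Requiring at least 10 counts in every sample gave p = 0.064 in Fisher's exact test for macrophage activation.
Across the 3 fits that each left out one replicate, from 122 to 299 genes were down, and from 661 to 1191 passed with no fold change minimum. The enrichment p ran from 0.00039 to 0.071 for glial cell differentiation, from 0.0018 to 0.38 for regulation of membrane potential and from 0.014 to 0.73 for positive regulation of apoptotic process, and was highest without replicate 1. The adjusted p of gene sets ran from 0.012 to 0.070 for myelin genes, from 0.39 to 0.80 for cholesterol synthesis, from 0.012 to 0.42 for Notch targets and from 0.22 to 0.94 for the cell cycle. The cholesterol set reversed without replicate 2 (0.80), and the cell cycle set without replicate 1 (0.94) and without replicate 2 (0.80), none of them past a threshold. The Notch target set passed without replicate 1 (0.012), with its genes up rather than down. With 2 pairs left, each fit rests on little replication.
For genes expressed, a minimum of more than 1 count gave 11312, 10810 and 11142 in mock and 11239, 10811 and 11197 in NRG1 samples 1, 2 and 3. At least 10 counts gave 9631 in mock sample 2 and 10042 in NRG1 sample 3. These minimums do not correct for depth.
For the 160 named genes, a row was unchanged if its direction and its side of an adjusted p of 0.01 stayed. Its side of the fold change threshold was not used. Mag and Mbp, at -0.99 and -0.92 with DESeq2's shrunken fold changes, thus count as unchanged. In these terms, 1419 of 1585 rows were unchanged, 156 were weaker, of which 147 came from the missing block, 8 were stronger and 2 reversed. The reversed ones were Notch3 at -0.68 in DESeq2 with replicate block, with at most 11 counts in each sample of replicates 2 and 3, and Notch2 at -0.076 without replicate 3. Neither gene changed detectably in the main fit. Depth limits the fold changes of genes near the floor, such as Dll4 and Wnt6.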

Differences from the paper's values

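Counts and p-values were taken to differ when one was more than 1.5 times the other, and log2 fold changes when they differed by more than the larger error. The number of up-regulated genes was 152, against the paper's 101. Of the alternatives set before the files arrived, only DESeq2 with shrunken fold changes and replicate block gave the paper's number, 101. DESeq2 with replicate block (139), at least 10 counts in every sample, robust empirical Bayes (145) and the fit without replicate 2 (133) came within 1.5 times the paper's number but stayed well above it. No replicate block, RLE normalization, no low-count filter, the fits without replicate 1 or 3, an adjusted p of 0.05 and the fold change threshold inside the test stayed further away. Counts thinned to the smallest library, chosen after seeing the values, gave 145, also within 1.5 times. The number of down-regulated genes was 186, against the paper's 89. DESeq2 with shrunken fold changes gave 88. DESeq2 with replicate block (123) and the fit without replicate 2 (122) came within 1.5 times the paper's number but stayed above it, and the other alternatives did not come within 1.5 times.
The enrichment p differed for all 9 categories of Table 2. For myelination it was 0.00094, against the paper's 6.7e-06, and 8.5e-06 with DESeq2's shrunken fold changes. The p for positive regulation of ion transmembrane transport was 0.0011 and the paper's 1.5e-05, with 1.8e-05 under the shrunken fold changes. For glial cell differentiation it was 0.0058, against the paper's 3.1e-05, and 4e-05 with DESeq2's shrunken fold changes. The p for regulation of membrane potential was 0.011 and the paper's 4.2e-05, with 5.5e-05 under the shrunken fold changes. For bleb assembly it was 0.0012, against the paper's 0.00012, and 0.00014 with DESeq2's shrunken fold changes. The p for positive regulation of apoptotic process was 0.16 and the paper's 0.00086, with 0.0011 under the shrunken fold changes. For macrophage activation it was 0.011, against the paper's 0.0012, and 0.0013 with DESeq2's shrunken fold changes. The p for rRNA metabolic processes was 1.5e-05 and the paper's 1.5e-07, with 2.5e-07 under the shrunken fold changes. For negative regulation of Notch signalling pathway it was 0.00061, against the paper's 0.000104, and 0.00013 with DESeq2's shrunken fold changes. DESeq2 with shrunken fold changes came within 1.5 times the paper's p for every category except rRNA metabolic processes, for which no alternative set before the files arrived did, and no other alternative did for any of them. Only genes listed in Table 2 were counted, so the longer lists of regulated genes here raise p by design. A list of about the paper's length brings p close to the paper's by design as well.
The log2 fold change of Hmga2 was 2.92, against the paper's 2.53, and 2.53 with DESeq2's shrunken fold changes. For Atf3 it was -3.03, the paper's -2.70, and -2.70 with the shrunken fold changes. The log2 fold change of Dll4 was 2.46, against the paper's 1.11, and 1.10 with DESeq2's shrunken fold changes. For Vgf it was 2.47, the paper's 1.51, and 1.51 with the shrunken fold changes. The log2 fold change of Uhrf1 was 1.49, against the paper's 1.23, and 1.22 with DESeq2's shrunken fold changes. For Wnt6 it was -3.58, the paper's -1.66, and -1.65 with the shrunken fold changes. The shrunken setting came within the larger error for all 6 genes. The fit without replicate 3 did so for Uhrf1 (1.46), and no other alternative did. Over the 1997 genes of the paper's table, the shrunken setting came within 0.0068 of every log2 fold change. The paper's table gives Mgll, listed as down-regulated, an adjusted p of 0.011, over its stated threshold, and the shrunken setting gave 0.011 as well.
The numbers of expressed genes, 10235, 9869 and 9834 in mock and 10197, 9728 and 9735 in NRG1 samples, were within 1.5 times the paper's. A minimum of more than 1 count, chosen after seeing the values, gave exactly the paper's 11312, 10810, 11142, 11239, 10811 and 11197, while the paper describes them by RPKM. The share of regulated genes with an adjusted p under 0.001 was 66.6%, against the paper's 93%, a gap smaller than 1.5 times, and 93.7% with DESeq2's shrunken fold changes.
The paper calls myelination the most enriched category of down-regulated genes. It had the smallest p of the 7 (0.00094), while bleb assembly had the larger fold enrichment, 13.4 against 4.5, as in the paper's own table (29.3 against 9.8). The paper calls enrichment stronger for down-regulated genes. The smallest p belonged to rRNA metabolic processes, an up-regulated category (1.5e-05), while more processes in Supplementary Table S2 are down-regulated (28) than up-regulated (10). In Fig. 4, 46 down-regulated genes, 51.7% of the 89, are drawn with the same direction after injury, and 48, or 53.9%, with the 2 mixed genes included. Tfrc is drawn in both groups. The paper counts all but a few of the 10 genes of Fig. 2 among the strongly regulated ones. Mag and Mbp passed both thresholds here, at -1.17 and -1.07, while the paper's own table gives Mag -0.995 and Mbp -0.92, under its fold change threshold.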

Other observations

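Hypotheses on 8 gene sets were written before the files arrived and tested with limma's camera on the 3 pairs, with p-values adjusted over the 8 sets. ERK feedback genes rise with NRG1: the 18 genes had a mean log2 fold change of 0.75, with 16 of them up (adjusted p = 3.9e-07). FOXO target genes fall with NRG1: the 16 genes had a mean of -0.80, with 1 of them up (adjusted p = 1.4e-06). Genes of the paper's list were not taken out of the ERK and FOXO sets, so both results can partly restate that list. Ribosome biogenesis genes outside the paper's list also rise with NRG1, with a mean of 0.61 and 17 of 17 up (adjusted p = 1.6e-08). Myelin genes outside the paper's list also fall with NRG1, with a mean of -0.39 and 3 of 13 up (adjusted p = 0.030). Mag and Mbp, which the paper measures in Fig. 2, are in that set. That last result did not pass in 3 settings, with an adjusted p of 0.32 without the replicate block, 0.057 without replicate 2 and 0.070 without replicate 3. Many genes in a set are co-regulated, camera's preset correlation only partly allows for that, and gene length bias was not tested, so that technical sources remain open for each set.
The other hypotheses failed. Notch target genes fall with NRG1 was the prediction, and the 10 genes had a mean log2 fold change of 0.31, with 7 of them up (adjusted p = 0.37). Without replicate 1 this set passed in camera (adjusted p = 0.012), in the direction opposite to the prediction. Repair Schwann cell markers rise with NRG1 was another, with a mean of 0.18 and 7 of 11 up (adjusted p = 0.37). Cholesterol synthesis genes neither rose nor fell together (mean 0.039, 12 of 22 up, adjusted p = 0.66), and cell cycle genes did not rise by 6 h (mean 0.026, 11 of 26 up, adjusted p = 0.74).
Inhba rises less in replicate 1 than in replicates 2 and 3, with log2 ratios of 0.25, 1.70 and 1.33. A candidate explanation is Inhba RNA from fibroblasts present in replicate 1 only. Inhba in the mock sample of replicate 1 was 20.3 times the higher of the other mock samples in CPM, together with the raised fibroblast markers. The prediction was written after these counts had been seen, and the ratio restates them, so it cannot decide where the Inhba RNA came from. No other explanation was tested for Inhba, and whether the difference between replicates is larger than chance was not tested.
Schwann cell markers, a list of 8 genes that includes Mal and Cdh19, had a mean log2 change with NRG1 of -0.64, -0.65 and -0.46 in replicates 1, 2 and 3. Egfr, below the filter, had 152 and 192 counts in the samples of replicate 1 and 0 in the others. Nrg1 itself had a log2 fold change of 0.97 (adjusted p = 0.021 in edgeR).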
